# Small RNAs as important regulators for the hybrid vigour of super-hybrid rice

**DOI:** 10.1093/jxb/eru337

**Published:** 2014-08-16

**Authors:** Lei Zhang, Yonggang Peng, Xiaoli Wei, Yan Dai, Dawei Yuan, Yufei Lu, Yangyang Pan, Zhen Zhu

**Keywords:** Auxin signalling pathway, differentially expressed gene, heterosis, QTL mapping, rice, small RNA, transcriptional profile.

## Abstract

Heterosis is an important biological phenomenon; however, the role of small RNA (sRNA) in heterosis of hybrid rice remains poorly described. Here, we performed sRNA profiling of F_1_ super-hybrid rice *LYP9* and its parents using high-throughput sequencing technology, and identified 355 distinct mature microRNAs and *trans*-acting small interfering RNAs, 69 of which were differentially expressed sRNAs (DES) between the hybrid and the mid-parental value. Among these, 34 DES were predicted to target 176 transcripts, of which 112 encoded 94 transcription factors. Further analysis showed that 67.6% of DES expression levels were negatively correlated with their target mRNAs either in flag leaves or panicles. The target genes of DES were significantly enriched in some important biological processes, including the auxin signalling pathway, in which existed a regulatory network mediated by DES and their targets, closely associated with plant growth and development. Overall, 20.8% of DES and their target genes were significantly enriched in quantitative trait loci of small intervals related to important rice agronomic traits including growth vigour, grain yield, and plant architecture, suggesting that the interaction between sRNAs and their targets contributes to the heterotic phenotypes of hybrid rice. Our findings revealed that sRNAs might play important roles in hybrid vigour of super-hybrid rice by regulating their target genes, especially in controlling the auxin signalling pathway. The above finding provides a novel insight into the molecular mechanism of heterosis.

## Summary

Differentially expressed miRNAs and ta-siRNAs between hybrid rice and its parents play important roles in hybrid vigour of super-hybrid rice by regulating their target genes controlling the auxin-mediated signalling pathway.

## Introduction

Heterosis, or hybrid vigour, is the superior performance of hybrids in biomass, resistance, and fertility compared with their parents (Shull, 1908; Bruce, 1910). Heterosis has been widely applied in the breeding of agricultural crops, and its underlying mechanism has been studied for over 100 years (Darwin, 1876). Hybrid rice is one of the most successful examples taking advantage of heterosis in crop breeding. Recent statistics showed that the planting area of hybrid rice accounts for more than 50% of the total rice area in China (Cheng *et al.*, 2007), further indicating that hybrid rice plays an important role in international food security by increasing grain yield. Therefore, there is an urgent need to explore the molecular mechanisms associated with heterosis, to provide a foundation for further utilization of heterosis. Rice has a relatively small genome size, high-quality sequences, and has colinearity with other cereal species in the Poaceae family (Gale and Devos, 1998; International Rice Genome Sequencing, 2005). Importantly, there are also many databases and bioinformatic tools for rice, including rice genome annotation and gene expression, pathway, mutant library, and phenotype information data (Zhang *et al.*, 2013). Thus, hybrid rice is an optimal model plant for genome-wide studies of heterosis.

The mechanism of heterosis has been studied extensively and there are three classic hypotheses to explain heterosis, with each explaining the genetic mechanism to some extent (Goff and Zhang, 2013): the dominance (Bruce, 1910; Jones, 1917), overdominance (Shull, 1908; East, 1936), and epistasis (Schnell and Cockerham, 1992; Yu *et al.*, 1997) hypotheses. With the rapid development of genomic tools, the molecular mechanism of heterosis has been further investigated at the ‘omics’ level. Genome-wide comparative transcriptional profiling between hybrids and their parental lines has been studied in many plants, such as *Arabidopsis* (Wang *et al.*, 2006), maize (Swanson-Wagner *et al.*, 2006), rice (Huang *et al.*, 2006*b*; Wei *et al.*, 2009; Song *et al.*, 2010; Zhai *et al.*, 2013), and *Medicago sativa* (Li *et al.*, 2009*b*). These studies have revealed that the differentially expressed genes (DGs) caused by the interaction of two different sets of parental genomes are potentially involved in controlling the superior performance of heterosis (Zhang *et al.*, 2013). In addition, genomic dosage effects (Yao *et al.*, 2013), allelic variations (Springer and Stupar, 2007; Schnable and Springer, 2013), and epigenetic modifications (He *et al.*, 2013) also contribute to the molecular mechanism of heterosis.

Non-coding small RNAs (sRNAs) in plants, mainly including the microRNAs (miRNAs) (Bartel, 2004) and small interfering RNAs (siRNAs) (Hamilton and Baulcombe, 1999), play important roles in development, stress response (Mallory and Vaucheret, 2006), and heterosis (Baranwal *et al.*, 2012; Ng *et al.*, 2012; Chen, 2013) by inhibiting gene expression. Ha *et al.* (2009) first reported sRNAs involved in the molecular mechanism of heterosis in *Arabidopsis* interspecific hybrids and allopolyploids. Their results suggested that the expression variation of miRNAs, as well as a new class of endogenous siRNAs, *trans-*acting siRNAs (ta-siRNAs), derived from the *TAS* loci via the miRNA-dependent biogenesis pathway (Allen *et al.*, 2005; Liu *et al.*, 2007), led to changes in target gene expression and might result in the phenotypic variation in hybrids. He *et al.* (2010) and Chen *et al.* (2010) compared the expression profiles of sRNAs in seedlings between two rice subspecies (*japonica* cv. *Nipponbare* and *indica* cv. *93-11*) and their reciprocal hybrids by high-throughput sequencing and microarray technology, respectively, and found differential expression of miRNAs between hybrids and their parents. The miRNA transcriptomes were also studied in cultivated and wild tomato seedlings and their hybrids (Shivaprasad *et al.*, 2012), as well as in embryos of a maize hybrid and its parental inbred lines (Ding *et al.*, 2012). However, the interaction between miRNAs and their potential target genes in heterosis of hybrid rice is poorly described.

Previously, we investigated the transcriptional and physiological metabolism changes between super-hybrid rice and its parents (Wei *et al.*, 2009; Song *et al.*, 2010) and found that DGs were significantly enriched in photosynthesis and carbon-fixation pathways, and most of the key genes in the carbon-fixation pathway were upregulated in F_1_ hybrid rice. DGs were mapped to the yield-related quantitative trait loci (QTL), and were involved in the circadian-rhythms and light-signalling regulatory network, suggesting a relationship between DGs and phenotypic changes in hybrid rice. In this study, to determine the roles of sRNAs and their interaction with their target genes in heterosis of hybrid rice, we performed transcriptomic analysis of sRNA and mRNA of flag leaves and panicles of the F_1_ super-hybrid rice *LYP9* and its parents at the grain-filling stage, using next-generation sequencing technology.

## Materials and methods

### Plant materials

Super-hybrid rice *Liang-You-Pei-Jiu* (*LYP9*) and its parental lines, the sterile line *Pei-Ai64s* (*PA64s*) and the restorer line *93-11* (Lu and Zou, 2000; Yu *et al.*, 2002), were planted in a rice field under the same environmental conditions. Each sample had at least three biological replications to minimize systematic errors, with around six to eight flag leaves and panicles per plant, and were harvested at the grain-filling stage. All the plant tissues were pooled in each sample, frozen in liquid nitrogen and stored at –80 °C for total RNA extraction.

### sRNA library construction and sequencing

Total RNAs were extracted from the collected flag leaf and panicle samples at the grain-filling stage of the hybrid rice and its parents using TRIzol Reagent (Invitrogen) according to the manufacturer’s protocol. sRNAs of 18–30 nt were isolated from total RNA by polyacrylamide gel electrophoresis, and ligated to sequencing adapters for reverse transcription (RT)-PCR amplification to generate sRNA libraries as described previously (Hafner *et al.*, 2008). sRNA libraries were subjected to Illumina deep sequencing at Beijing Genomics Institute (Shenzhen, China).

### Sequencing data processing and analysis

After removing the low quality reads and reads <18 nt, and trimming adaptor sequences, clean sequencing reads from sRNA libraries were summarized for length distribution and common/specific sequences between samples, and aligned with the *Oryza sativa* L. ssp. *indica* cv. *93-11* genome (Yu *et al.*, 2002) using the short oligonucleotide analysis package (SOAP) release 2.20 (Li *et al.*, 2009*a*).

### Annotation and classification of sRNAs

sRNA clean reads were aligned with non-coding RNAs [ncRNAs, including rRNAs, tRNAs, small nuclear RNAs (snRNAs) and small nucleolar RNAs (snoRNAs)] in NCBI GenBank release 189 (ftp://ftp.ncbi.nih.gov/genbank/) and Rfam release 10.1 (http://rfam.sanger.ac.uk/); rice miRNA precursors in miRBase release 19 (http://www.mirbase.org/); rice *trans-acting siRNA 3* (*TAS3*) genes (Zhu *et al.*, 2008), rice natural antisense transcripts (NATs) in PlantNATsDB release 1.3 (Chen *et al.*, 2012), repeat sequences extracted from rice genome by RepeatMasker release 3.2.9 (http://www.repeatmasker.org/); and gene transcripts in Rice Genome Annotation release 6.1 (Ouyang *et al.*, 2007), for ncRNA, miRNA, ta-siRNA, natural antisense transcript-generated siRNA (nat-siRNA), repeat-associated siRNA (ra-siRNA), and protein-coding gene annotation, respectively. sRNA annotation followed a priority rule for classification to avoid redundancy: ncRNA (in which GenBank > Rfam) > known miRNA > ta-siRNA > *cis*-nat-siRNA > *trans*-nat-siRNA > ra-siRNA > exon > intron.

### Expression profiling of known miRNAs and ta-siRNAs

The distinct clean reads of sRNAs that perfectly matched the mature sequences of known rice miRNAs (miRBase release 19) and ta-siARFs (Zhu *et al.*, 2008) were used to estimate the expression level of each rice miRNA and ta-siRNA. The initial counts of clean reads from different samples were normalized into reads per million mapped reads (RPM) for expression amounts. Differentially expressed sRNAs (DES) were analysed by comparing the expression amounts between hybrid and the mid-parental value (MPV), using the edgeR package (Robinson *et al.*, 2010) version 3.5.27. The resultant *P* values were adjusted for false discovery rate (FDR) and only adjusted *P* values of ≤0.01 were considered statistically significant. The hierarchical clustering tree of DES in different libraries was generated by MultiExperiment View (Saeed *et al.*, 2006) version 4.9 with the average linkage method.

### RNA sequencing (RNA-Seq) analysis

The total RNAs were extracted as described above, with the same materials as used in the sRNA sequencing. The oligo(dT)-enriched mRNA was fragmented into short fragments of approximately 200 nt for cDNA synthesis and sequencing adapters ligation. The libraries were subjected to Illumina deep sequencing at Beijing Genomics Institute. After quality control, raw reads of RNA-Seq were filtered into clean reads and aligned with the gene models in the Rice Genome Annotation release 6.1 with SOAP release 2.20 (Li *et al.*, 2009*a*). The gene expression level was calculated by using reads per kb of transcriptome per million mapped reads (RPKM) method (Mortazavi *et al.*, 2008), with unique position matched reads. DGs were defined by comparing the expression levels between hybrid and MPV, using the edgeR package (Robinson *et al.*, 2010) version 3.5.27, with a significance threshold of FDR-adjusted *P* values of ≤0.01. Functional category analysis of DGs was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) orthology-based annotation system (KOBAS) version 2.0 (Xie *et al.*, 2011), using the NCBI Entrez gene ID of DGs as input.

### Prediction and functional analysis of target genes

Target genes of DES were predicted from the gene transcripts in the Rice Genome Annotation release 6.1 (Ouyang *et al.*, 2007) by the plant sRNA analysis toolbox psRobot (Wu *et al.*, 2012) with the additional threshold of target site conservation and degradome data supported. Correlations between the expression level of DES and corresponding DG targets were analysed via the Pearson correlation coefficient method (Rodgers and Nicewander, 1988). Transcription factor (TF) annotations and classifications of DES targets were according to the PlantTFDB release 2.0 (Zhang *et al.*, 2011). Gene Ontology (GO) enrichment analysis of DES targets was performed using the rice oligonucleotide array database (ROAD) web tools (Cao *et al.*, 2012) with a significance threshold of *P*≤0.01 calculated by the hypergeometric statistical test method.

### Real-time quantitative RT-PCR (qRT-PCR) analysis

Total RNA was extracted from flag leaves at the grain-filling stage of the *LYP9* hybrid rice combination, and used as template for reverse transcription with miRNA-specific stem–loop RT primers (Chen *et al.*, 2005) or gene-specific RT primers (Supplementary Table S12 at *JXB* online) to synthesize the first-strand cDNAs, which were used for SYBR Green (Invitrogen)-monitored qRT-PCR performed on an ABI PRISM 7900HT Fast Real-Time System (Applied Biosystems). The experiment was performed with three biological replicates, using U6 snRNA and *ACT1* as internal references for qRT-PCR of DES and target genes, respectively. The relative expression values of DES or genes in different samples were calculated by the 2^–ΔΔ*C*T^ method (Livak and Schmittgen, 2001).

### Regulatory network analysis

Pathway Studio software (Nikitin *et al.*, 2003) version 9.0 (Ariadne Genomics, Elsevier) was applied to build the regulatory network of DES and their target genes with the NCBI Entrez gene ID (Maglott *et al.*, 2011) as input, via global literature analysis by searching the direct interactions in the ResNet Plant Database version 4.0 release 2012H2.

### Mapping the rice genes to QTL

Rice QTL data, including physical positions on the MSU rice genome release 6 and classification of trait category, were obtained from the Gramene database (Youens-Clark *et al.*, 2011). Coordinates of rice *MIR* and *TAS3* genes were acquired by alignment with the MSU rice genome release 6 (Ouyang *et al.*, 2007) using the BLAST-Like Alignment Tool (BLAT) (Kent, 2002). Based on the genomic positions of both gene loci and QTL, rice genes were mapped to the QTL. QTL of small intervals of <100 genes were extracted and subjected to co-localization with genes in the rice chromosomes. *P* values in QTL trait enrichment analysis of DES and target genes in QTL of small intervals were calculated by the hypergeometric test of the GeneProf webtool (Halbritter *et al.*, 2012), using total gene loci including *MIR* and *TAS3* loci in rice genome as reference.

### Accession numbers

The high-throughput sequence data reported in this paper has been deposited in GEO with accession number GSE51468.

## Results

### sRNA sequencing and data processing

Flag leaves and panicles at the grain-filling stage play important roles in rice yield. To dissect the role of sRNAs in hybrid vigour, we constructed sRNA sequencing libraries of flag leaves and panicles of the super-hybrid rice *LYP9* combination at the grain-filling stage. 

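Small RNAs of 18–30 nt were sequenced in 6 libraries, 1 for each of the 3 lines (the F1 hybrid LYP9, its maternal line PA64s and its paternal line 93-11) in each of 2 tissues. The plants of a line and tissue were pooled into 1 library, so there is no spread between replicates, and every difference given for the sRNAs is a difference between single libraries. The authors counted the clean reads that perfectly matched the mature sequence of a known rice miRNA or ta-siARF and deposited RPM, with identical mature sequences merged into a single entry. In all 6 libraries 100% of the RPM values above 0 were whole multiples of the RPM of 1 read when the 18–30 nt clean reads (Supplementary Table S1) are the denominator, so whole reads were recovered from the RPM. The methods describe the denominator of RPM as mapped reads, whereas the steps in the values follow the clean reads. One read was worth from 0.0786 RPM in 93-11 flag leaves to 0.118 RPM in PA64s panicles. The recovered reads on listed sRNAs numbered 986998, 910580 and 1009465 in flag leaves of PA64s, LYP9 and 93-11, out of 10963733, 11462878 and 12717274 clean reads. In panicles they numbered 649330, 536251 and 353161, out of 8474866, 10590535 and 9147347 clean reads. The smallest abundance that 3 reads can show lay between 0.236 RPM in 93-11 flag leaves and 0.354 RPM in PA64s panicles. From the deposited RPM, MPV was taken as the arithmetic mean of PA64s and 93-11, and the hybrid was compared with it as log2((LYP9+1)/(MPV+1)), called the log2 ratio to MPV, with a 2-fold threshold and no significance test. The 95% intervals given for RPM (Wilson) and for the ratio of LYP9 to MPV without the pseudocount cover counting error only.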

The above hybrid rice combination includes F_1_ hybrid *LYP9* and its parental lines including the male-sterile line *PA64s* and the restorer line *93-11*. After sequencing, we obtained 63 356 633 high-quality 18–30 nt sRNA clean reads, in which 10 963 733 (*PA64s*), 12 717 274 (*93-11*), and 11 462 878 (*LYP9*) reads were from flag leaves, and 8 474 866 (*PA64s*), 9 147 347 (*93-11*), and 10 590 535 (*LYP9*) reads were from the panicles, respectively; these corresponded to 2 982 601, 3 652 768, 3 214 069, 3 407 271, 3 534 763, and 3 854 243 unique reads in each library (Supplementary Table S1 and Fig. S1 at *JXB* online). Of the sRNA reads in these libraries, 74.1–89.1% of total reads, corresponding to 48.2–81.4% unique reads, matched the *indica* rice *93-11* genome perfectly (Supplementary Table S1).

In these libraries, 84.6% on average of the total sRNAs were 20–24 nt (a typical size of Dicer-derived sRNAs; Henderson *et al.*, 2006), and of these the 21 and 24 nt sRNAs formed the majority. In the libraries of flag leaves, numbers of 21 nt sRNAs slightly exceeded those of 24 nt sRNAs, whereas in panicles, 24 nt sRNAs were much more numerous than 21 nt sRNAs (Fig. 1A). Of the unique reads, the 24 nt sRNAs were most abundant in all six libraries (Fig. 1B).

**Fig. 1.**
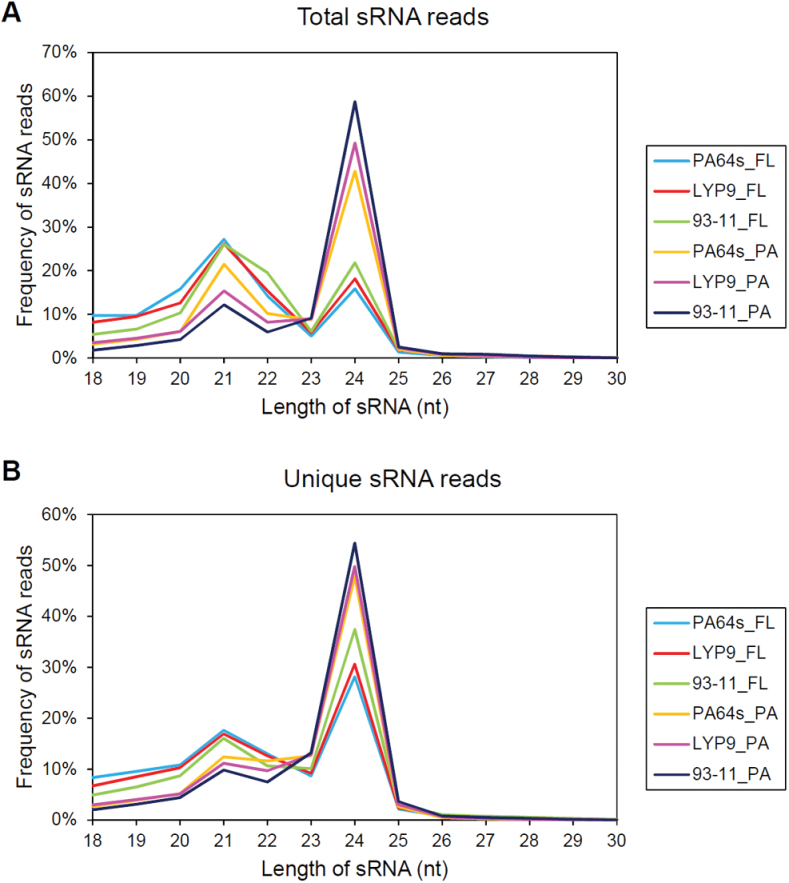
Length distribution of sRNAs. (A) Total sRNAs in different libraries. (B) Unique sRNAs in different libraries. FL, flag leaves. PA, panicles.

To annotate and classify the total sRNAs, the sRNA clean reads were first aligned with the known ncRNAs, including rRNAs, tRNAs, snRNAs, and snoRNAs, in the GenBank and Rfam databases (Supplementary Table S1). Then the remaining sRNAs reads were aligned with the known miRNA precursors of rice in miRBase for miRNA annotation. 

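Summed over all listed mature miRNAs and ta-siARFs, the abundance was 90023.69 RPM in flag leaves and 76618.46 RPM in panicles of PA64s, a ratio of 1.18. In LYP9 the sums were 79437.26 and 50634.78 RPM, a ratio of 1.57, and in 93-11 they were 79377.59 and 38608.19 RPM, a ratio of 2.06. The 95% Wilson interval of the sum in LYP9 panicles ran from 50503 to 50767 RPM, but with single libraries the variation between plants is not known. These sums count reads on mature sequences and not all reads aligned with the precursors. The sRNA with the highest mean RPM over the 6 libraries, osa-miR168a-5p, had 11136.54 RPM in flag leaves and 30829.51 RPM in panicles of PA64s. In LYP9 it had 14691.25 and 24146.28 RPM, and in 93-11 it had 21634.12 and 21050.04 RPM. Without it the ratio of flag leaves to panicles was 1.72 in PA64s, 2.44 in LYP9 and 3.29 in 93-11.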

The results showed that 1 859 743, 1 876 542, and 2 654 408 miRNA reads were detected in flag leaves of *PA64s*, *LYP9*, and *93-11*, respectively, with much lower corresponding numbers of 844 637, 682 363, and 452 645 in panicles (Supplementary Table S1).

The remaining sRNA reads were in turn aligned with the rice *TAS3* genes, NATs, and the repeat sequences in the rice genome, for ta-siRNA, nat-siRNA, and ra-siRNA annotations, respectively (Supplementary Table S1), for the classifications of the three types of endogenous siRNAs with different biogenesis and functions (Vazquez *et al.*, 2010). There were more ta-siRNAs in panicles than in flag leaves, and the four rice *TAS3* genes showed differential expression with each other in the different tissues. In flag leaves, *TAS3a1* had the highest expression level followed by *TAS3b1*, with *TAS3a2* and *TAS3b2* showing very low expression. The order of expression levels in panicles from high to low was *TAS3b1*, *TAS3b2*, *TAS3a1*, and *TAS3a2* (Supplementary Table S1). The ra-siRNAs were the second most abundant sRNAs in flag leaves after miRNAs, and were the most abundant sRNAs in panicles – they were followed in both tissues by nat-siRNAs, of which most were *trans*-nat-siRNAs (Supplementary Table S1).

### Expression profiling of known miRNAs and ta-siARFs in hybrid rice *LYP9* and its parents

We focused on the two kinds of sRNAs, miRNAs and ta-siRNAs (ta-siARFs, the functional ta-siRNAs), which usually direct the mRNA cleavage of target protein-coding genes (Mallory and Bouche, 2008).

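An RPM above 0 in at least 1 of the 3 libraries of a tissue was listed for 262 sRNAs in flag leaves, 337 in panicles and 355 in either tissue. With at least 2 recovered reads required in 1 library, 224 sRNAs remained in flag leaves and 291 in panicles. The alternative that moved the numbers most was a minimum of 1 RPM in at least 1 library, which 140 sRNAs reached in flag leaves and 181 in panicles.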

Through mapping to the 547 distinct mature miRNA sequences of the 591 known rice miRNA genes in miRBase version 19 and five distinct mature ta-siARF sequences of the four *TAS3* genes (Zhu *et al.*, 2008), a total of 355 sRNAs comprising 350 miRNAs and five ta-siARFs were detected in either flag leaves or panicles. Of these, 244 sRNAs, including 241 miRNAs and three ta-siARFs, were detected in both tissues (Supplementary Table S2 and Fig. S2A at *JXB* online). 

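An RPM above 0 was listed in both tissues for 244 sRNAs, of which 241 were miRNAs and 3 were ta-siARFs. A further 18 sRNAs were listed in flag leaves alone and 93 in panicles alone. Of these 93 sRNAs, 64 stayed under 1 RPM in every panicle library, so most of them were detected with few reads. With at least 2 recovered reads required, 201 sRNAs were shared by the tissues.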

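On the scale of the log2 ratio to MPV, 18 of the 262 sRNAs detected in flag leaves lay at least 2-fold from MPV, 7 above and 11 below it. In panicles 27 of 337 sRNAs did, 5 above and 22 below. When the recovered reads of LYP9 were compared with MPV by edgeR's exact test with TMM scaling and a dispersion of 0, which allows for counting noise only, 45 sRNAs in flag leaves and 48 in panicles passed an FDR of 0.01, of which 43 and 47 are in the paper's lists of DES. This test compares the libraries and not the lines. With an assumed dispersion of 0.1 it called 3 and 4 sRNAs. The largest numbers came from a pseudocount of 0.1 RPM, with 63 sRNAs at least 2-fold from MPV in flag leaves and 94 in panicles. Of the paper's DES, 18 of 45 in flag leaves and 22 of 47 in panicles lay at least 2-fold from MPV, and 17 and 10 lay less than 1.5-fold from it.

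**Figure D1:**
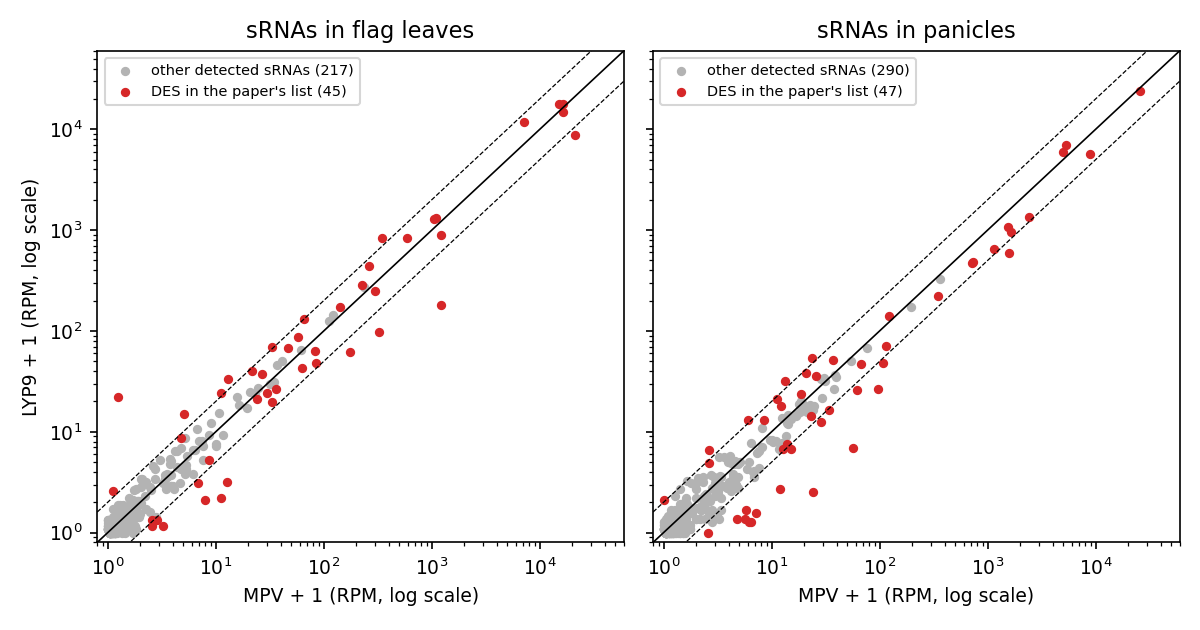
Abundance of each detected sRNA in LYP9 (vertical axis, RPM + 1, log scale) against MPV (horizontal axis, RPM + 1, log scale) in flag leaves (left) and panicles (right), with 1 library per line. Red points are the 45 and 47 DES in the paper's lists and grey points the other detected sRNAs. The solid line marks LYP9 equal to MPV and the dashed lines a 2-fold difference, which 18 and 22 of the DES reach.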

Based on the identified significance (Robinson *et al.*, 2010) of the expressed sRNAs, 45 and 47 DES between hybrid and MPV were identified in flag leaves and panicles, respectively (Supplementary Tables S3 and S4). This yielded in total 69 DES, comprising 67 miRNAs and two ta-siARFs, in both tissues. This result indicated the obvious expression changes of sRNAs between the F_1_ hybrid and its parents. 

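The paper's lists for both tissues together hold 69 DES, namely 67 miRNAs and 2 ta-siARFs. Among sRNAs with at least 10 RPM in at least 1 library of the tissue, osa-miR5485 rose most in flag leaves, with 21.29 RPM in LYP9 against 0.27 RPM in PA64s and 0.24 RPM in 93-11 (log2 ratio 4.15), followed by osa-miR528-3p (1.57) and osa-miR5802 (1.36). The largest fall in flag leaves was that of osa-miR535-5p, with 180.58 RPM in LYP9 against 2216.31 RPM in PA64s and 217.97 RPM in 93-11 (log2 ratio −2.75), followed by osa-miR159a.2 (−2.33) and osa-miR1320-5p (−2.00). In panicles osa-miR1318-5p (1.24), osa-miR408-5p (1.17) and osa-miR1432 (1.12) rose most. The largest falls in panicles were those of osa-miR5791 (−3.27), osa-miR169f.2 (−3.03) and osa-miR5789 (−2.33), which had 44.84, 109.62 and 10.74 RPM in PA64s but 1.75, 2.3 and 0.11 RPM in 93-11. For each of these sRNAs the 95% interval of the ratio from counting error excluded equality with MPV. From these DES the paper concludes that the expression of sRNAs changed clearly between the F1 hybrid and its parents.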

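Of the 69 DES, 23 were in the paper's lists for both tissues, 22 in that for flag leaves alone and 24 in that for panicles alone. All 22 DES of flag leaves alone had an RPM above 0 in panicles, and 5 of the 24 DES of panicles alone had none in flag leaves. In the other tissue the hybrid deviated from MPV in the same direction for 9 of the 22 and for 9 of the 24, where the 5 DES without RPM in flag leaves have no direction to compare. Whether the change differed between the tissues was not tested, as each line has 1 library per tissue. With the 2-fold threshold in place of the paper's lists, 4 sRNAs passed in both tissues, and 23 did with edgeR's exact test between libraries at a dispersion of 0 with TMM scaling.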

Among them, 23 DES were detected in both tissues, but 22 of 45 (48.9%) unique DES in flag leaves and 24 of 47 (51.1%) in panicles, respectively, which exhibited the tissue-specificity of DES (Supplementary Fig. S2B).

Hierarchical cluster analysis was used to investigate the similarity of DES expression profiles, and showed that libraries from different cultivars of the same tissue formed the primary groups. 

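Across the 69 DES, the Pearson correlation of RPM between libraries of the same tissue lay between 0.708 and 0.993, and between libraries of different tissues it lay between 0.428 and 0.787. Average linkage clustering on these correlations parted the 6 libraries into the 3 of flag leaves and the 3 of panicles. The correlations are across sRNAs, which are not independent replicates, and the distance measure behind Fig. 2 is not named in the paper's text.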

The DES profiles of *LYP9* were much closer to paternal line *93-11* than to maternal line *PA64s*, both in flag leaves and in panicles at the grain-filling stage. This was consistent with our previous study (Wei *et al.*, 2009) on the transcriptional profiles of the *LYP9* hybrid combination (Fig. 2). 

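In flag leaves the Pearson correlation of RPM across the 69 DES was 0.947 between LYP9 and 93-11 and 0.763 between LYP9 and PA64s. In panicles it was 0.993 between LYP9 and 93-11 and 0.977 between LYP9 and PA64s. The difference between the correlations was 0.185 in flag leaves and 0.0157 in panicles. It changed most with the scale, to 0.019 in flag leaves and 0.0907 in panicles on log2(RPM+1), and to 0.0159 and 0.193 with Spearman's rank correlation. Over all 355 sRNAs the Pearson correlation with 93-11 was 0.951 in flag leaves and 0.993 in panicles, against 0.776 and 0.978 with PA64s. These correlations are across sRNAs between single libraries, so no error between replicates can be given.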

Comparison of DES expression levels between the F_1_ hybrid and its parents enabled classification of the DES into four patterns: higher than both parents (H2P), close to higher parent (CHP), close to lower parent (CLP), and lower than both parents (L2P) (Fig. 3). 

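When the DES of the paper's lists were classified by the order of the deposited RPM alone, flag leaves had 17 H2P, 5 CHP, 10 CLP and 13 L2P sRNAs, and panicles had 11 H2P, 5 CHP, 28 CLP and 3 L2P sRNAs. In flag leaves 22 DES lay above MPV and 23 below. In panicles 16 lay above MPV and 31 below, and all 31 of the latter were more abundant in PA64s than in 93-11. The pattern from the order of RPM was that of the paper's list for 37 of 45 DES in flag leaves and 38 of 47 in panicles.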

Similar to our previous result for transcriptional profiling of the *LYP9* hybrid rice combination (Wei *et al.*, 2009), the CHP and CLP expression patterns of DES in panicles accounted for the majority of all DES (89.4%, Fig. 3).

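By the order of RPM, 33 of the 47 DES in panicles were CHP or CLP (70.2%, 95% Wilson interval 56.0–81.3%), and in flag leaves 15 of 45 were (33.3%, 21.4–47.9%). With TMM scaling of the libraries the share was 55.3% in panicles. When H2P and L2P were given only to sRNAs whose reads in LYP9 differed from the nearest parent by edgeR's exact test at a dispersion of 0 and an FDR of 0.01, an alternative chosen after seeing the data, the share was 87.2% in panicles and 51.1% in flag leaves. That test compares libraries and not lines.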

**Fig. 2.**
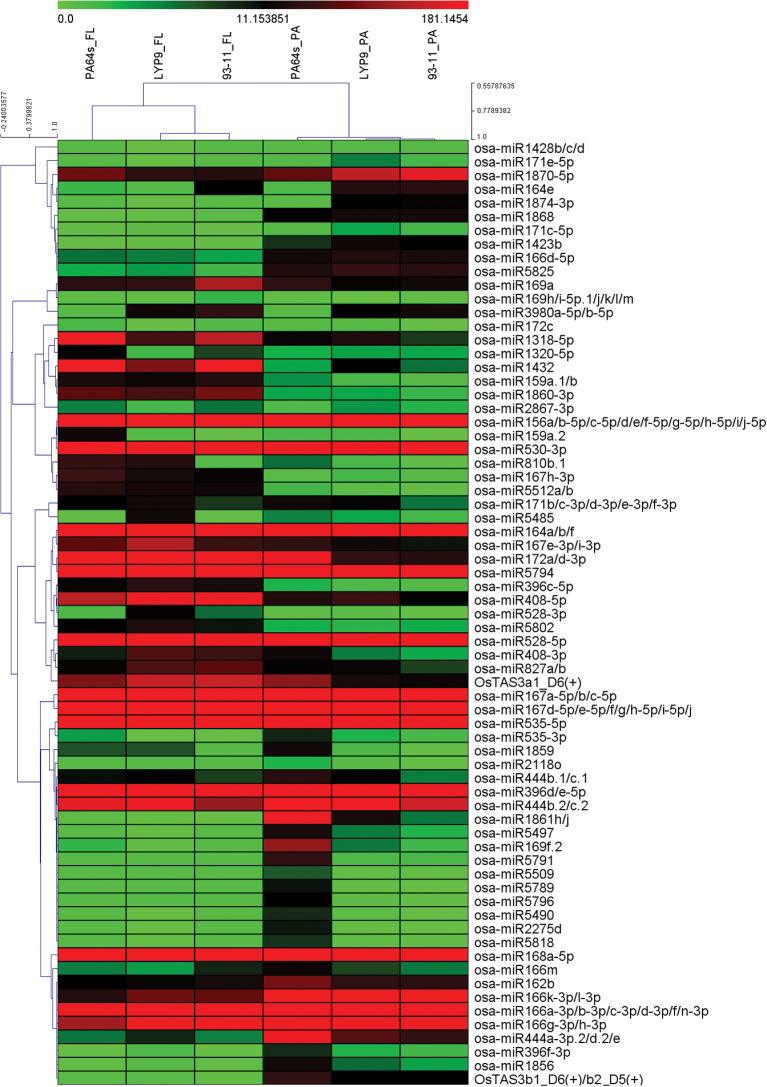
Hierarchical cluster analysis of DES. The hierarchical clustering tree of 69 DES in different libraries of flag leaves (FL) and panicles (PA) was generated by MultiExperiment View version 4.9 using the average linkage clustering method. Read abundance (RPM) is denoted by colour; red and green represent high and low expression levels, respectively.

**Fig. 3.**
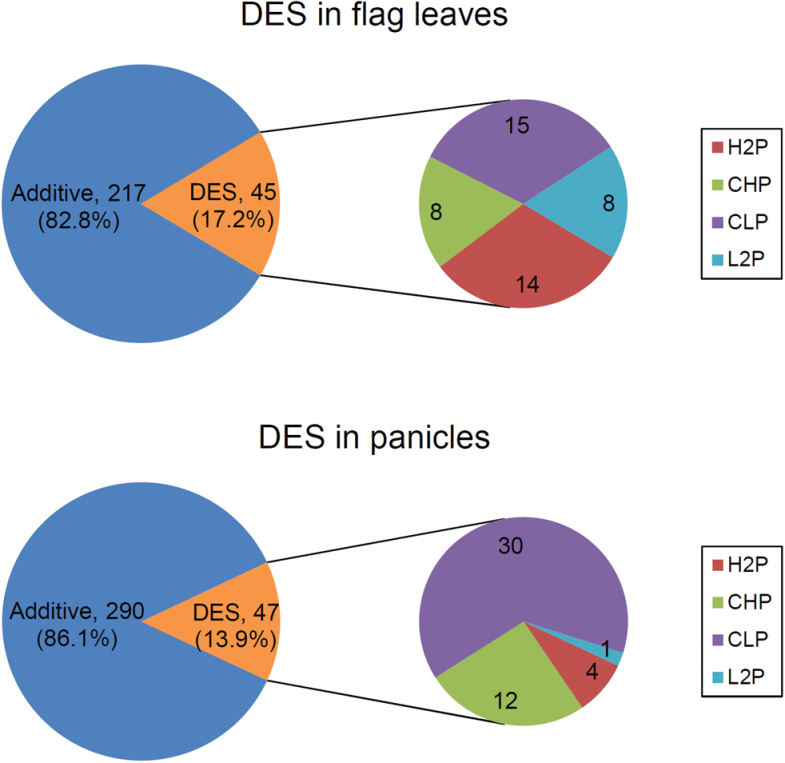
Expression patterns of DES in flag leaves and panicles. Additive represents additively expressed sRNAs without significant differential expression.

### RNA-Seq analysis of super-hybrid rice *LYP9* and its parental lines

To correlate DES with their target genes, we also compiled transcript profiles of flag leaves and panicles of *LYP9* hybrid rice and its parental lines (the same materials used in the sRNA analysis) by RNA-Seq. 

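Messenger RNA enriched with oligo(dT) was sequenced from the same materials in 6 libraries, 1 for each of the 3 lines in each of the 2 tissues, without replicates. The authors aligned the reads with the gene models of the rice annotation, counted those matching a unique position and deposited RPKM for 40754 transcripts. An RPKM above 0 was listed for 28941, 29291 and 26950 transcripts in flag leaves of PA64s, LYP9 and 93-11 and for 32726, 34502 and 33125 transcripts in the panicles. The number of reads behind each transcript could not be recovered from RPKM, so no counting interval is given for transcripts. The steps between low RPKM values of the same transcripts gave relative depths of the libraries. Relative to PA64s of the same tissue, the depth was 0.906 in LYP9 and 0.632 in 93-11 flag leaves and 1.07 in LYP9 and 1.06 in 93-11 panicles. The paper's unique-matched reads (Supplementary Table S5) give ratios of 1.04, 1.05, 1.04 and 1.08 in the same order. From the deposited RPKM, the hybrid was compared with MPV as log2((LYP9+1)/(MPV+1)) with a 2-fold threshold and no significance test.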

Mapping the RNA-Seq reads to the gene models in Rice Genome Annotation release 6.1 (Ouyang *et al.*, 2007) gave 11 107 734, 11 526 473, and 11 709 849 unique-matched reads of *PA64s*, *LYP9*, and *93-11* from flag leaves, respectively; and corresponding values of 11 448 322, 11 949 274 and 12 333 163 from panicles (Supplementary Table S5 at *JXB* online). 

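An RPKM above 0 in at least 1 of the 3 libraries was listed for 33586 transcripts in flag leaves, 38664 in panicles and 40754 in either tissue. A minimum of 1 RPKM in 1 library was reached by 20007, 23701 and 25598 of them. In flag leaves 2380 transcripts (7.09% of those detected) lay at least 2-fold from MPV, 1204 above and 1176 below. In panicles 1831 transcripts (4.74%) did, 532 above and 1299 below. There are no replicates to set these changes against, and the pseudocount moved the numbers most, since with 0.1 RPKM in place of 1 RPKM they were 8976 and 7918. Among transcripts with at least 10 RPKM in at least 1 library of the tissue, LOC_Os07g05360.1 rose most in flag leaves, with 235.94 RPKM in LYP9 against 12.48 RPKM in PA64s and 5.64 RPKM in 93-11 (log2 ratio 4.56), followed by LOC_Os04g32800.1 (4.51). The largest falls in flag leaves were those of LOC_Os07g03730.1 (−5.75) and LOC_Os08g24300.1 (−5.18). In panicles LOC_Os10g11889.1 (4.69) and LOC_Os12g25130.1 (3.90) rose most. The transcripts that fell most in panicles, LOC_Os09g22000.1 (−6.02) and LOC_Os09g36680.1 (−5.76), had 299.9 and 614.07 RPKM in PA64s but 0.13 and 0.54 RPKM in 93-11.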

Of the detected 40 754 transcripts either in flag leaves or in panicles of the *LYP9* hybrid rice combination (Supplementary Fig. S2C), 7782 (23.2%) and 7629 (19.7%) were differentially expressed between the hybrid and MPV in flag leaves and panicles, respectively (Supplementary Tables S6 and S7 at *JXB* online). 

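With the 2-fold threshold, 329 transcripts lay at least 2-fold from MPV in both tissues. With a pseudocount of 0.1 RPKM 2289 transcripts did, and with a 1.5-fold threshold 1676.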

Of these, 3229 transcripts were differentially expressed in both tissues (Supplementary Fig. S2D). Among the four expression patterns of DGs, the CHP and CLP patterns were dominant in panicles (69.1%, Supplementary Fig. S3B at *JXB* online), which was similar to the DES patterns.

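Among the 1831 transcripts at least 2-fold from MPV in panicles, the order of RPKM gave 532 H2P, 0 CHP, 334 CLP and 965 L2P, so that 18.2% (95% Wilson interval 16.5–20.1%) were CHP or CLP. In flag leaves 234 of 2380 (9.83%, 8.70–11.1%) were CLP and 0 were CHP. A transcript at least 2-fold above MPV on this scale necessarily exceeds both parents, so CHP cannot occur with this threshold when the pattern follows the order of RPKM alone. Of the 1233 panicle DGs that could be read from the paper's list, 518 lay less than 1.5-fold from MPV. By the order of RPKM 346 of these 1233 DGs (28.1%) were CHP or CLP, and the paper's list gives CHP or CLP for 843 of them (68.4%).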

We employed KEGG annotations to reveal the potential functions of DGs in the hybrid rice *LYP9* combination. Functional category analysis by KOBAS (Xie *et al.*, 2011) showed that DGs were involved in 18 functional categories including two of the mostly enriched categories – carbohydrate metabolism and energy metabolism (Supplementary Fig. S3C), which was consistent with our previous result (Wei *et al.*, 2009).

### Correlation analysis between DES and their potential target genes

The target genes of DES were predicted from the gene models in Rice Genome Annotation release 6.1 (Ouyang *et al.*, 2007) via psRobot (Wu *et al.*, 2012) analysis. The result indicated that 34 of 69 DES had recognized target genes (Table 1), and a total of 176 target gene transcripts were predicted (Supplementary Tables S8 and S9 at *JXB* online), among which 123 (69.9%) transcripts were common to both tissues (Table 1). We further investigated the correlations between DES and DG targets by the Pearson correlation coefficient method (Rodgers and Nicewander, 1988). There were significant negative correlations between the expression levels of 23 (67.6%) DES either in flag leaves or in panicles and corresponding target DGs (Fig. 4 and Supplementary Table S9).

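The list of all target DGs was not used here, and the 9 sRNA and target pairs that the paper names and that have values for both members were examined. In flag leaves 5 of the 9 pairs moved in opposite directions relative to MPV, and in panicles 5 of the 9 did. These numbers go by the sign alone and include targets that hardly changed, such as LOC_Os02g04680.1 in panicles (−0.03) and LOC_Os08g39890.1 in flag leaves (−0.01). The pairs of miR156 with LOC_Os06g45310.1 and LOC_Os02g04680.1 were opposite in both tissues. In flag leaves miR156 had a log2 ratio of −1.28 and these targets had 0.53 and 0.80, and in panicles miR156 had 0.39 and the targets had −0.34 and −0.03. The pair of miR164 and LOC_Os06g46270.1 was opposite in flag leaves (0.52 and −2.53), and in panicles both fell (−0.12 and −0.42), although TMM scaling turned miR164 to 0.19. The pair of miR167 and LOC_Os02g06910.1 was opposite in flag leaves (−0.43 and 0.83), and in panicles both fell (−1.40 and −1.68). The pair of miR528 and LOC_Os08g04310.1 was opposite in panicles (0.28 and −1.09), and in flag leaves both lay above MPV (0.12 and 0.25). This transcript was low, with 0, 0.34 and 0.25 RPKM in flag leaves of PA64s, LYP9 and 93-11. In panicles it had 3.11, 0.39 and 0.8 RPKM. With TMM scaling the log2 ratio of miR528 in flag leaves was 0.02. Whether a pair counts as opposite depends on the measure. The order of the lines within a tissue was also compared in place of the direction from MPV. Over both tissues miR166 and LOC_Os12g41860.1 had opposite orders in 5 of 6 comparisons of lines. In panicles, however, this transcript hardly differed between PA64s, LYP9 and 93-11 (10.44, 10.4 and 10.59 RPKM). The orders of miR156 were opposite to LOC_Os06g45310.1 in 4 and to LOC_Os02g04680.1 in 2, and the other pairs had opposite orders in 1 to 3. Restricting the pairs to those in which both members changed at least 1.5-fold left 2 pairs in flag leaves, both opposite, and 1 pair in panicles, which was not. The 2 pairs in flag leaves, of miR156 and of miR535, share the target LOC_Os02g04680.1, so the same target change counts in both. This target was low, with 1.1, 2.01 and 0.36 RPKM in flag leaves of PA64s, LYP9 and 93-11. With 1 library per line and tissue, no correlation across samples was computed.

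**Figure D2:**
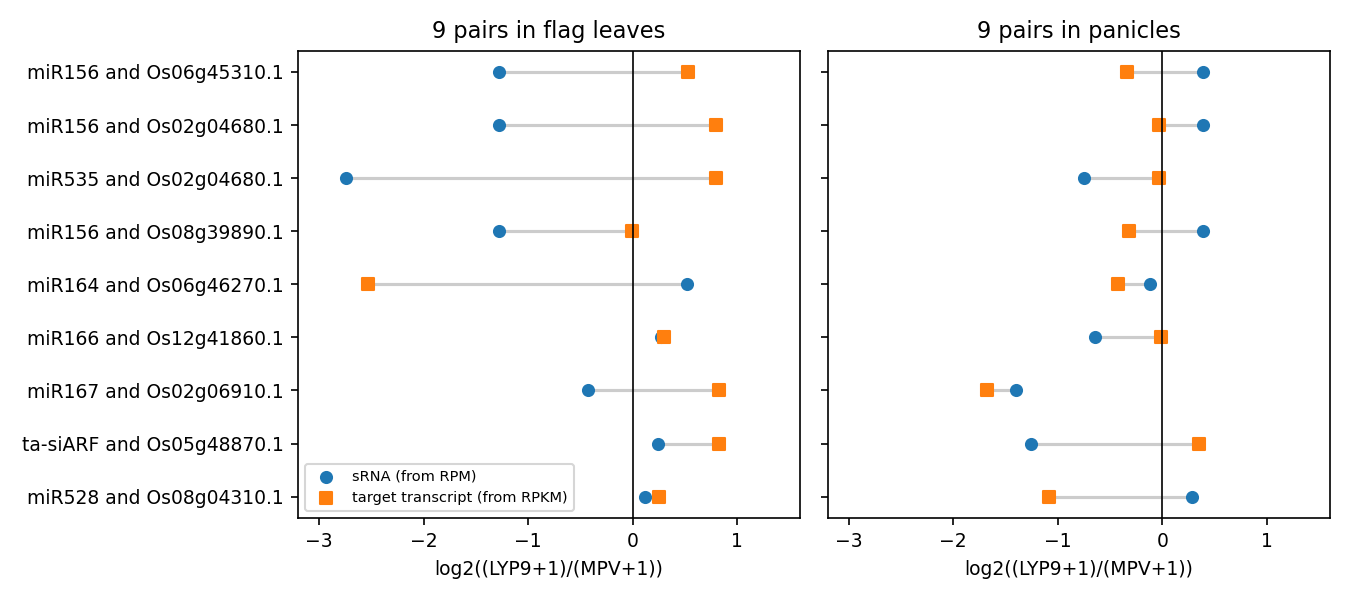
The log2((LYP9+1)/(MPV+1)) of the sRNA (blue circles, from RPM) and of its target transcript (orange squares, from RPKM) for the 9 pairs in flag leaves (left) and panicles (right), with 1 library per line. Where the circle and the square lie on different sides of 0 the pair moved in opposite directions, as 5 pairs did in each tissue with the deposited values, while TMM scaling turns miR164 in panicles to 0.19.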

**Table 1.** Annotation of DES target genes

Sample name	DES^*a*^	Target transcripts	Target loci	TF transcripts (%)^*b*^	TF^*c*^	TF family
Total^*d*^	34	176	110	112 (63.6)	94	13
Flag leaves	25	145	94	102 (70.3)	86	13
Panicles	25	154	92	103 (66.9)	86	11
Common part^*e*^	16	123	76	93 (69.6)	78	11

^*a*^ DES with predicted target genes by psRobot analysis (Wu *et al.*, 2012).

^*b*^ TF annotations of DES targets were according to PlantTFDB (Zhang *et al.*, 2011). Results in parentheses show the percentage of TF transcripts in total predicted DES target transcripts.

^*c*^ TFs encoded by the DES target transcripts according to PlantTFDB.

^*d*^ Union of flag leaves and panicles.

^*e*^ Intersection of flag leaves and panicles

**Fig. 4.**
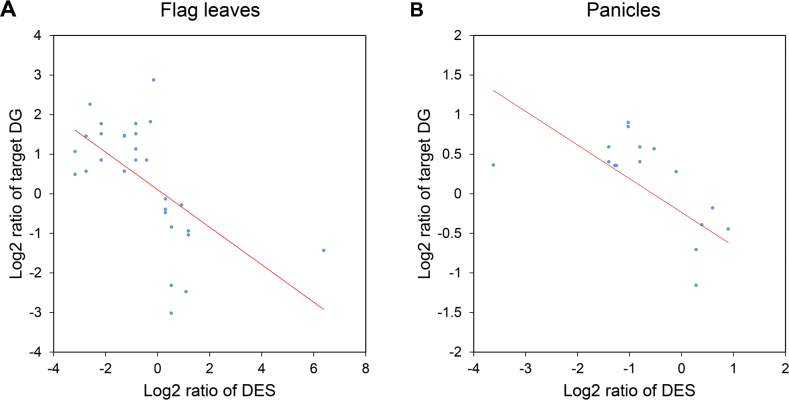
Expression correlation analysis between DES and target DGs in flag leaves (A) and in panicles (B). The Pearson correlation coefficient method (Rodgers and Nicewander, 1988) was used in the correlation analysis.

According to the plant transcription factor database PlantTFDB (Zhang *et al.*, 2011), the DES targets annotation showed that 112 (63.6%) of the target genes encoded 94 TFs from 13 families (Table 1). GO enrichment analysis by ROAD (Cao *et al.*, 2012) showed that the target genes of DES either in flag leaves or in panicles were significantly enriched in 11 biological processes including the auxin-mediated signalling pathway and regulation of transcription, two cellular components including the nucleus and the CCAAT-binding factor complex, and nine molecular functions including sequence-specific DNA-binding TF activity, compared with total genes in the rice genome (*P*≤0.01, Fig. 5).

**Fig. 5.**
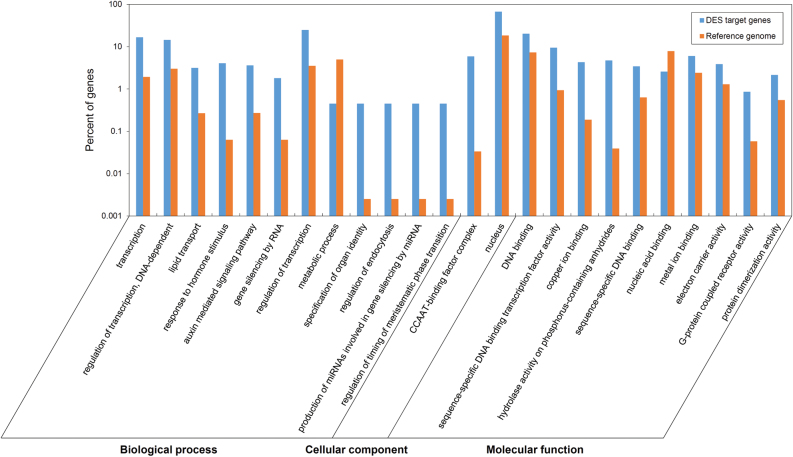
Significantly enriched biological processes, cellular components, and molecular functions identified by GO analysis of DES target genes. The significant GO terms (*P*≤0.01) of target genes were plotted, with the whole genome as the background reference.

### Validation of the DES and target genes expression

To validate the expression levels of DES identified in the sRNA sequencing and their potential targets, five DES and five of their target genes were randomly selected for examination by real-time qRT-PCR in flag leaves and panicles of the *LYP9* hybrid rice combination. qRT-PCR revealed that all five sRNA mature sequences in flag leaves [osa-miR156a-5p, osa-miR164a, osa-miR166a-3p, osa-miR167a-5p, and OsTAS3a1_D6(+)], as well as three of four DES in panicles (osa-miR156a-5p, osa-miR166a-3p, and osa-miR167a-5p), showed similar expression patterns with the sequencing data (Fig. 6), demonstrating the high quality of sRNA sequencing. Moreover, expression of the potential target genes generally had opposite trends to the corresponding DES (Fig. 6), which confirmed the negative regulation by DES.

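In the sequencing data, the sequence shared by osa-miR156a-5p and its family had 33688.25, 8729.31 and 8692.04 RPM in flag leaves of PA64s, LYP9 and 93-11, a log2 ratio to MPV of −1.28. In panicles it had 6503.35, 6905.88 and 4026.09 RPM (0.39). The log2 ratio of osa-miR164a was 0.52 in flag leaves. In panicles, where it is not in the paper's list of DES, it was −0.12, and TMM scaling turned it to 0.19. For osa-miR166a-3p it was 0.27 in flag leaves and −0.64 in panicles, and for osa-miR167a-5p it was −0.43 and −1.40. With TMM scaling the values in panicles were −0.21 for osa-miR166a-3p and −0.79 for osa-miR167a-5p, the latter then below 2-fold. OsTAS3a1_D6(+) had log2 ratios of 0.24 and −1.25, and it is in the paper's list of DES for panicles but not for flag leaves. The 95% intervals from counting error excluded equality with MPV in each case, the closest being that of osa-miR164a in panicles (−0.18 to −0.06). They do not include variation between plants or libraries.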

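In flag leaves the target of miR156, LOC_Os06g45310.1, had 8.39, 14.67 and 11.37 RPKM in PA64s, LYP9 and 93-11 (log2 ratio 0.53) while miR156 fell. The target of miR164, LOC_Os06g46270.1, had 25.37, 2.03 and 7.58 RPKM (−2.53) while miR164 rose. The target of miR167, LOC_Os02g06910.1, had 25.45, 42.38 and 21.49 RPKM (0.83) while miR167 fell. LOC_Os12g41860.1, the target of miR166, had 15.48, 13.81 and 6.61 RPKM (0.30), in the same direction as miR166. LOC_Os05g48870.1, the target of the ta-siARF, had 3.98, 7.52 and 3.64 RPKM (0.82), in the same direction as OsTAS3a1_D6(+). In panicles LOC_Os06g45310.1 (−0.34) and LOC_Os05g48870.1 (0.35) moved against their sRNAs. LOC_Os06g46270.1 (−0.42) and LOC_Os02g06910.1 (−1.68) moved with them, and LOC_Os12g41860.1 stayed near MPV, with 10.44, 10.4 and 10.59 RPKM (−0.01). TMM scaling turned miR164 in panicles to 0.19, against its target. From the trends in Fig. 6 the paper concludes that the DES regulate their targets negatively.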

**Fig. 6.**
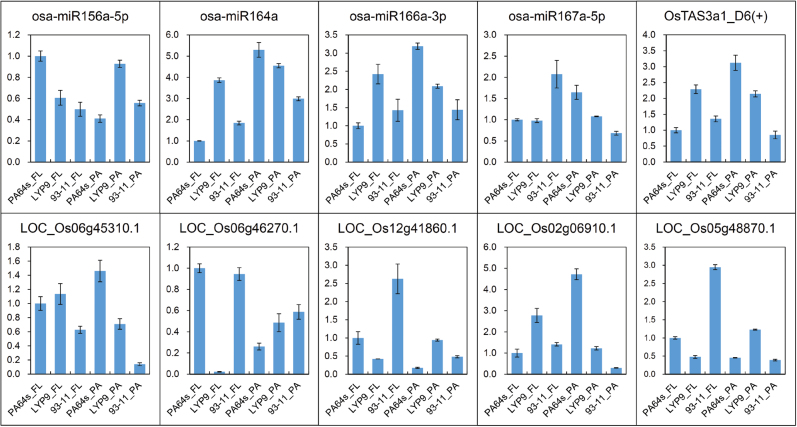
qRT-PCR analysis of DES and target genes. U6 snRNA and *ACT1* were used as internal references for the qRT-PCR of DES mature sequences and target gene transcripts (corresponding vertical lower figure), respectively. The *y*-axis represents the relative gene expression level in different samples. Error bars indicate the standard deviation (SD) for three biological replicates. FL, flag leaves. PA, panicles.

### Regulatory network between DES and their target genes

Genes often interact with other genes to accomplish complex biological processes, as do miRNAs, ta-siRNAs, and their target genes. Using Pathway Studio software (Nikitin *et al.*, 2003), the ‘gold standard’ of pathway analysis, we investigated the roles of the interaction network between DES and their target genes in heterosis of hybrid rice (Fig. 7). The results showed that the regulatory factors of the auxin signalling pathway were regulated by DES. Of these, auxin response factor (ARF) 2 and ARF3 were regulated by ta-siARFs from miR390-directed *TAS3* cleavage, and ARF6 and ARF8 were regulated by miR167. 

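The abundance of osa-miR390-5p was low in flag leaves, with 4.74, 1.92 and 1.26 RPM in PA64s, LYP9 and 93-11, and its difference from MPV (log2 ratio −0.45) was not detectable at this depth. In panicles it had 37.29, 15.3 and 9.29 RPM (−0.58), and TMM scaling brought this close to MPV (−0.10). LOC_Os02g06910.1, annotated as auxin response factor 6 in the paper's list of DGs, had a log2 ratio of 0.83 in flag leaves and −1.68 in panicles, where it had 75.86 RPKM in PA64s, 12.87 RPKM in LYP9 and 10.73 RPKM in 93-11. For osa-miR167a-5p the log2 ratios were −0.43 and −1.40, the latter −0.79 with TMM scaling.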

Additionally, pathway analysis showed that the TF NAM/ATAF/CUC 1 (NAC1) was regulated by miR164, and that TFs PHAVOLUTA (PHV) and REVOLUTA (REV) were regulated by miR166. The resulting expression changes of ARFs, NAC1, PHV, and REV facilitated the auxin signalling pathway, which plays important regulatory roles in plant development and growth of important tissues including roots, stems, leaves, flowers, fruit, and seeds (Fig. 7).

**Fig. 7.**
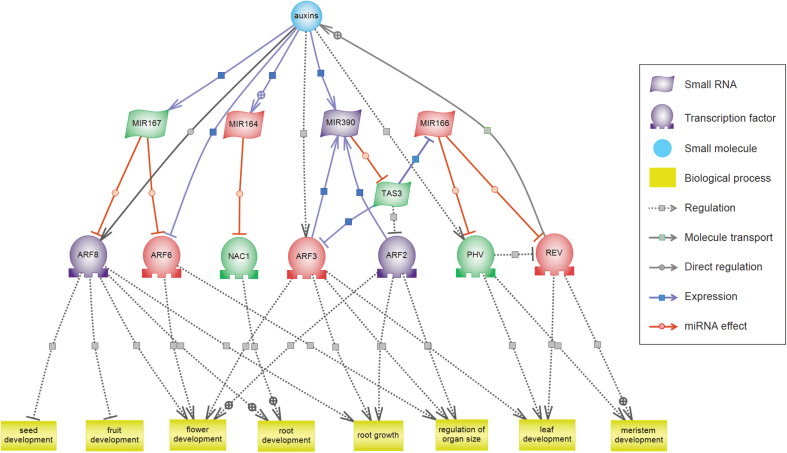
Construction of the auxin signalling regulatory network. DES and their target genes were used for direct interaction analysis by Pathway Studio 9.0. Upregulated, downregulated and unchanged sRNAs and targets in hybrid rice were represented with red, green and purple, respectively. TAS3, *trans*-acting siRNA 3; ARF2, auxin response factor 2; ARF3, auxin response factor 3; ARF6, auxin response factor 6; ARF8, auxin response factor 8; NAC1, NAM/ATAF/CUC 1; PHV, PHAVOLUTA; REV, REVOLUTA.

### Mapping DES and target genes to QTL in the rice genome

QTL are identified within genomic interval regions across chromosomes, containing one or more genes associated with the trait being measured. To investigate the association of sRNA expression variation with phenotypic changes in hybrid rice, we mapped the loci of DES and their potential targets to rice QTL in the Gramene database (Youens-Clark *et al.*, 2011), which includes QTL identified for numerous agronomic traits, with genome coordinates. We mapped 211 of 212 (99.5%) loci (comprising 102 DES loci and 110 target loci) to 3214 QTL with 208 traits, which could be classified into nine categories including yield, vigour, and quality (Table 2 and Supplementary Table S10 at *JXB* online). Furthermore, by using all the gene loci in the rice genome as reference, we found 44 (20.8%) DES and target loci significantly enriched in 141 QTL of small intervals spanning less than 100 genes (*P*=0.0008, Supplementary Table S11 at *JXB* online), with 54 traits of nine categories and five classes (Table 2 and Fig. 8). Hybrid rice *LYP9* is advantageous compared with its parents mainly in terms of grain yield, growth vigour, and plant architecture (Lu and Zou, 2000; Yu *et al.*, 2002). As expected, 18 (40.9%), 14 (31.8%), and 16 (36.4%) DES and target loci could be significantly mapped to 38 yield-related, 25 vigour-related, and 26 anatomy-related QTL of small intervals, respectively, among which four DES target loci were mapped to nine yield- or anatomy-related QTL that spanned only one gene (Table 3).

**Table 2.** QTL classification of DES and target genes

Trait category	All QTL in Gramene database			QTL of small intervals^*a*^		
	Trait^*b*^	QTL	Gene^*c*^	Trait^*b*^	QTL	Gene^*c*^
Abiotic stress	44	237	180	9	12	7
Anatomy	43	528	204	10	26	16**
Biochemical	20	95	161	2	2	4
Biotic stress	8	143	169	2	3	2
Development	11	348	206	3	6	5
Quality	34	248	190	3	11	6
Sterility or fertility	8	104	134	2	18	3
Vigour	14	753	208	8	25	14*
Yield	26	758	209	15	38	18*
Total	208	3,214	211	54	141	44**

* and ** denote significant enrichment at *P*≤0.05 and *P*≤0.01, respectively, according to the hypergeometric test in Table S11.

^*a*^ QTL contains gene number ≤100.

^*b*^ Trait classified in Gramene database (Youens-Clark *et al.*, 2011).

^*c*^ Loci number of DES and target genes enriched in the QTL trait.

**Table 3.** DES target genes in yield- or anatomy-related QTL that spanned only one gene

QTL ID^*a*^	Chr^*b*^	Start^*b*^	End^*b*^	Trait category	Trait name	Gene ID^*c*^	Corresponding DES
AQE036	Chr2	2105542	2105840	Yield	Grain yield per panicle	LOC_Os02g04680	osa-miR156/535
AQE049	Chr2	2105542	2105840	Yield	100-Seed weight	LOC_Os02g04680	osa-miR156/535
AQFJ005	Chr8	2114843	2115100	Yield	Grain yield per plant	LOC_Os08g04310	osa-miR528
AQFJ015	Chr8	2114843	2115100	Yield	Panicle tiller ratio	LOC_Os08g04310	osa-miR528
AQGS037	Chr8	2114843	2115100	Yield	Grain yield	LOC_Os08g04310	osa-miR528
AQGS069	Chr8	2114843	2115100	Yield	Grain yield	LOC_Os08g04310	osa-miR528
AQFP005	Chr5	27976107	27977104	Anatomy	Culm thickness	LOC_Os05g48870	OsTAS3-ta-siARF
AQFP027	Chr5	27976107	27977104	Anatomy	Culm thickness	LOC_Os05g48870	OsTAS3-ta-siARF
AQGM008	Chr10	18014265	18014633	Anatomy	Culm length	LOC_Os10g33960	osa-miR166

^*a*^ QTL in the Gramene database (Youens-Clark *et al.*, 2011).

^*b*^ Genomic coordinates of QTL. Chr, Chromosome.

^*c*^ DES target gene loci mapped in the QTL.

**Fig. 8.**
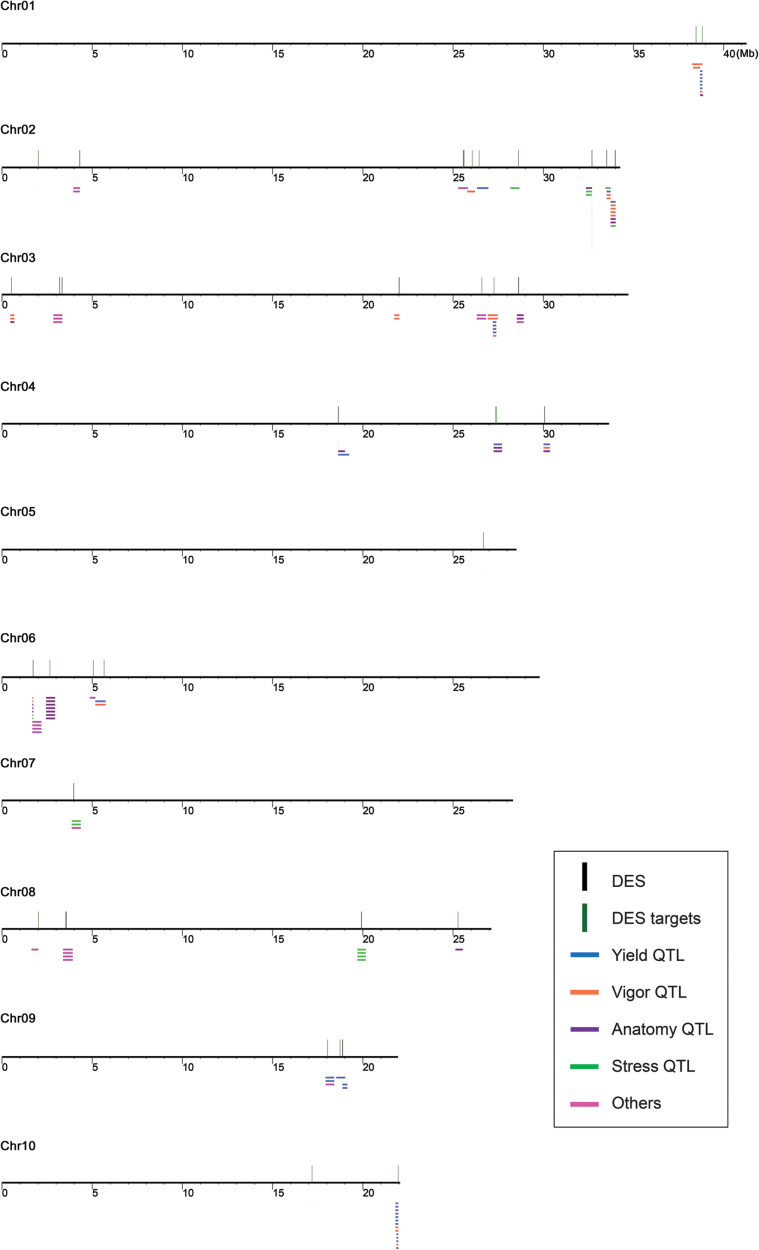
QTL mapping of DES and target genes. The rice QTL from the Gramene QTL database of small intervals (number of genes <100) that harbour DES and the target genes were aligned with the gene coordinates in MSU rice genome release 6. The long horizontal lines represent the rice chromosomes with the scale in Mb, the short horizontal lines represent QTL intervals of different trait categories in different colours, and the short vertical lines represent DES and targets in black and green, respectively. Five classes of QTL traits wee determined: yield, vigour, anatomy, stress (biotic and abiotic stress), and others (biochemical, development, quality, and sterility or fertility).

## Discussion

### Interaction and functional analysis between DES and their target genes

Recent studies (Ha *et al.*, 2009; He *et al.*, 2010; Groszmann *et al.*, 2011; Barber *et al.*, 2012) have analysed the relationships between sRNA variations and phenotypic changes in types of plant hybrids, providing some information for exploring the role of sRNAs in the heterosis mechanism. However, the role of the interaction between miRNAs/ta-siRNAs and their targets in heterosis is still poorly described in hybrid rice. Previously, we performed a comparative analysis of the transcriptional profiles on the super-hybrid rice *LYP9* combination to approach the regulatory mechanism of heterosis in hybrid rice (Wei *et al.*, 2009). Obvious changes of gene expression were detected in flag leaves and panicles of hybrid rice at the grain-filling stage, which play important roles in grain yield. In this study, we used the same materials to investigate the expression profiles of miRNAs and ta-siRNAs, two class of naturally occurring non-coding sRNAs with clear functions of regulating target mRNAs by causing their cleavage (Chen, 2009), and probed genome-wide for interactions between DES and predicted target genes, and their influence on the vigorous phenotypes of hybrid rice.

Pearson correlation analysis (Rodgers and Nicewander, 1988) indicated that 23 of the 34 (67.6%) DES in two tissues (Supplementary Table S9) displayed opposite expression patterns to the corresponding target DGs (Fig. 4). This result was consistent with the negatively regulating action of plant miRNAs and ta-siRNAs guiding Argonaute 1 (AGO1)- or AGO7-mediated cleavage of the partially complementary target mRNAs (Mallory and Bouche, 2008).

TF annotation analysis indicated that 112 of 176 (63.6%) DES target genes encoded TFs that belonged to 13 families (Table 1), including SBP, NAC, HD-ZIP, ARF, and AP2 (Nakano *et al.*, 2006; Ariel *et al.*, 2007; Guilfoyle and Hagen, 2007; Fang *et al.*, 2008; Guo *et al.*, 2008) (Supplementary Table S9). Intriguingly, all 11 TF families of target genes in panicles were also found in flag leaves (Table 1), suggesting a common transcriptional regulatory mechanism mediated by sRNAs shared in both tissues (Chen, 2009; Jeong *et al.*, 2011).

To further investigate the biological functions of DES target genes, we analysed the GO classifications of the potential target genes of DES by ROAD (Cao *et al.*, 2012) (Fig. 5). The results indicated that the DES target genes were enriched in the biological processes of regulatory functions including regulation of transcription, the response to hormone stimulus, the auxin-mediated signalling pathway, gene silencing by RNA, and regulation of timing of meristematic phase transition, but less in the metabolic process than the reference (Fig. 5) – consistent with the above result that most of the DES targets are TFs.

### DES and their target genes are involved in the auxin signalling regulatory network

To elucidate the potential role of DES and their target genes, we performed interaction network analysis using Pathway Studio, and the result showed that a regulatory network in the auxin signalling pathway was correlated with some of our identified DES and their potential target genes (Fig. 7).

Auxin is a critical factor in plant development that has important influences on the final shape and functions of cells and tissues in all higher plants (Ljung, 2013). In this network, miR164, miR167, and miR390 (Guo *et al.*, 2005; Yang *et al.*, 2006; Yoon *et al.*, 2010), as well as the target genes *ARF6* and *ARF8* of miR167 (Faivre-Rampant *et al.*, 2004; Yang *et al.*, 2006), the target gene *ARF3* of ta-siRNA (Pekker *et al.*, 2005), and the target gene *PHV* of miR166 (Weijers and Jurgens, 2005), could be directly regulated by the plant hormone auxin to execute biological functions in plant development (Ljung, 2013; Pierre-Jerome *et al.*, 2013). *REV* is another target gene of miR166, which is antagonized by *PHV*, and plays a role in altering the auxin polar transport (Zhong and Ye, 1999, 2001; Prigge *et al.*, 2005) (Fig. 7).

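In flag leaves osa-miR164a had 739.53 RPM in PA64s, 839.58 RPM in LYP9 and 430.6 RPM in 93-11, a log2 ratio of 0.52 (95% interval from counting error 0.48 to 0.56). The transcript of its target in Fig. 6, LOC_Os06g46270.1, had a log2 ratio of −2.53. In panicles osa-miR164a had 465.73, 329.73 and 251.22 RPM (−0.12), which TMM scaling turned to 0.19, and the target had 26.08, 15.08 and 14.96 RPKM (−0.42).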

The upregulation of miR164 led to a downregulated change in *NAC1*, which transmits auxin signals from the auxin receptor transport inhibitor response 1 (TIR1) to downstream auxin-responsive genes to promote root development (Xie *et al.*, 2000; Guo *et al.*, 2005). NAC1 is a negative regulator of drought tolerance in rice (Fang *et al.*, 2014), and therefore downregulation of *NAC1* might increase the stress resistance of hybrid rice. *ARF6* and *ARF8*, targeted by miR167, have effects on timing of flower maturation, development of seed and fruit, root elongation, and phosphate homeostasis (Goetz *et al.*, 2006; Wang *et al.*, 2014). Downregulation of ta-siARFs generated from miR390-dependent *TAS3* acted on its target genes *ARF2* and *ARF3*, modulating lateral root growth, flowering, leaf senescence and floral organ abscission, and leaf longevity (Ellis *et al.*, 2005; Lim *et al.*, 2010; Marin *et al.*, 2010). 

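Summed over the listed ta-siARFs, flag leaves of PA64s, LYP9 and 93-11 had 97.0, 145 and 148 RPM, and panicles had 149, 37.1 and 29.6 RPM. OsTAS3a1_D6(+) had 96.04, 144.2 and 147.59 RPM in flag leaves (log2 ratio 0.24) and 104.9, 25.21 and 17.93 RPM in panicles (−1.25). The sequence shared by OsTAS3b1 and OsTAS3b2 had 44.01, 11.61 and 11.26 RPM in panicles (−1.18) and 0.91, 0.96 and 0.39 RPM in flag leaves. With TMM scaling the log2 ratios in panicles were −0.69 and −0.71. LOC_Os05g48870.1, a target of the ta-siARFs, had log2 ratios of 0.82 in flag leaves and 0.35 in panicles.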

The expression changes of miR166 target genes *PHV* and *REV* could direct shoot apical meristem development, lateral organ polarity, and leaf adaxial identity (Huang *et al.*, 2006*a*; Nagasaki *et al.*, 2007; Grigg *et al.*, 2009) (Fig. 7). 

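In flag leaves both OsTAS3a1_D6(+) and osa-miR166a-3p lay above MPV, with log2 ratios of 0.24 and 0.27. In panicles both lay below it, with −1.25 and −0.64. The abundance of osa-miR166a-3p was 821.16, 1319.21 and 1366.09 RPM in flag leaves of PA64s, LYP9 and 93-11 and 13274.9, 5683.75 and 4481.96 RPM in the panicles. TMM scaling kept these directions, with 0.14 and 0.17 in flag leaves and −0.69 and −0.21 in panicles.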

The downregulation of *TAS3* and resulting upregulation of miR166 might promote the growth of hybrid rice, according to a study of *TAS3* ta-siRNA overexpression transgenic rice with a retarded growth phenotype (Wang *et al.*, 2010). Furthermore, most of the DES in this network were validated, and exhibited opposite trends in expression to the corresponding target genes according to qRT-PCR (Fig. 6). Our results suggest that these DES have a potential role in heterosis in rice, but how exactly the sRNA expression changes contribute to heterosis has yet to be understood.

The auxin signalling network has interactions with the light-signalling network via phytochrome-interacting factors (PIFs) (Hornitschek *et al.*, 2012; Sun *et al.*, 2013). Sentandreu *et al.* (2011) revealed that PIF3 negatively regulated the *Arabidopsis* mitogen-activated protein kinase MPK12, which was proposed to be a negative regulator in auxin signalling (Lee *et al.*, 2009). Our previous study on comparative transcriptional profiling of a hybrid rice combination (Song *et al.*, 2010) revealed significantly differential expression for the rice *PIF3* homologous gene *Os01g18290* (Nakamura *et al.*, 2007). 

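The transcript LOC_Os01g18290.1 had 54.5 RPKM in PA64s, 18.23 RPKM in LYP9 and 3.68 RPKM in 93-11 flag leaves, a log2 ratio of −0.65. In panicles it had 13.81, 6.65 and 4.5 RPKM (−0.41). In both tissues the hybrid lay between its parents, and the change from MPV was below the 2-fold threshold.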

Likewise, *Os01g18290* was also identified as DG in the present study (Supplementary Tables S6 and S7). In *Arabidopsis*, PIF3 interacts with photoreceptors phytochrome A (phyA) and phyB, receiving the light signal at the first step to mediate light signalling (Castillon *et al.*, 2007). The role of PIF3 in rice has not yet been identified completely; it might execute similar biological functions as AtPIF3 (Nakamura *et al.*, 2007). PIF3 regulated the expression of the core circadian-rhythm regulatory gene *late elongated hypocotyl* (*LHY*) by binding to its promoter (Martinez-Garcia *et al.*, 2000), which further facilitates the integration of light-signalling and the circadian-rhythm regulatory network. As a result, PIF3 might play an important role in regulating the downstream genes involved in photosynthesis and carbohydrate metabolic pathways, which will increase the carbon fixation and photosynthetic efficiency in the F_1_ hybrid (Ni *et al.*, 2009; Song *et al.*, 2010; Chen, 2013). *LHY* (*Os08g06110*) and *GIGANTEA* (*GI*) (*Os01g08700*), two important members in the circadian regulatory network, were also identified as DGs in both this study (Supplementary Tables S6 and S7) and a previous study (Song *et al.*, 2010). 

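Summed over the 4 listed transcripts of the LHY locus, flag leaves of PA64s, LYP9 and 93-11 had 7.38, 6.65 and 6.13 RPKM (log2 ratio −0.02), and panicles had 0.55, 1.8 and 0.46 RPKM (0.90). The transcript of GI with the highest RPKM, LOC_Os01g08700.8, had 24.79, 17.76 and 17.31 RPKM in flag leaves (−0.23) and 9.63, 3.66 and 2.34 RPKM in panicles (−0.58). With the pseudocount of 1 none of these 4 changes reached 2-fold. At the low RPKM of LHY in panicles that pseudocount lowers the ratio, and with a pseudocount of 0.1 the log2 ratio of LOC_Os08g06110.3 in panicles was 1.197, past 2-fold.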

Shen *et al.* (2012) analysed the genome-wide DNA methylation and transcriptional profiles in *Arabidopsis* and found that the differential expression of the auxin-related genes, including *NAC1* and *vacuolar H* ^*+*^ *-pyrophosphatase 1* (*AVP1*), led to an increase of auxin signalling, which might contribute to the growth vigour of *Arabidopsis* F_1_ hybrids. In the present study, the DES miR164 target gene *NAC1* displayed obvious expression changes and had negatively correlated expression with miR164 (Supplementary Table S9 and Fig. 6), and the *AVP1* homologous gene *Os02g09150* was also identified as a DG (Supplementary Tables S6 and S7). 

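The target of miR164 in Fig. 6, LOC_Os06g46270.1, had log2 ratios of −2.53 in flag leaves and −0.42 in panicles, and osa-miR164a had 0.52 and −0.12, the latter turned to 0.19 by TMM scaling. The transcript LOC_Os02g09150.1, annotated as an inorganic H+ pyrophosphatase, had 30.82, 29.59 and 13.12 RPKM in flag leaves of PA64s, LYP9 and 93-11 (0.41) and 30.27, 23.94 and 25.79 RPKM in panicles (−0.22).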

The above results indicated that changes in the complex auxin signalling regulatory network by the interaction between DES and their target genes might contribute to the growth vigour and grain-yield heterosis of hybrid rice.

### DES and their targets were associated with heterosis-related QTL

As an effective tool to investigate the relationship between genotype and phenotype, QTL analysis has been widely used in the crop breeding as well as heterosis studies (Miura *et al.*, 2011; Qu *et al.*, 2012; Fang *et al.*, 2013).

In the present study, we further investigated the correlation of DES and their target genes with heterosis phenotypes using QTL analysis. There were 211 DES and target loci mapped to known rice QTL that were related to nine categories of agronomic traits (Table 2). For example, we mapped the DES gene *osa-MIR156f* and its target gene *Os08g39890*, which encodes SBP-box family protein OsSPL14, to the QTL CQAW25 for tiller number trait in the vigour category (Supplementary Table S10). It has been reported that a point mutation in *OsSPL14* impairs the regulation of OsmiR156 on *OsSPL14*, resulting in ideal rice plant architecture related to tiller number and grain yield, by QTL fine-mapping analysis (Jiao *et al.*, 2010). Moreover, *Os02g04680*, another target gene of miR156, was significantly mapped to the QTL AQE036 and AQE049, which only spanned one gene, for grain yield per panicle and 100-seed weight trait of yield, respectively (Table 3). These confirmed the strong correlations between expression variation of miR156 and yield-related phenotypes in the hybrid rice *LYP9* (Lu and Zou, 2000; Yu *et al.*, 2002).

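The transcript LOC_Os08g39890.1 had 1.1, 0.84 and 0.6 RPKM in flag leaves of PA64s, LYP9 and 93-11 (log2 ratio −0.01), where the sequence shared by osa-miR156f-5p and its family had a log2 ratio of −1.28. In panicles the transcript had 3.26, 1.84 and 1.81 RPKM (−0.32) and the miRNA a log2 ratio of 0.39.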

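The transcript LOC_Os02g04680.1, annotated as OsSPL3 in the paper's list of DGs, had 1.1, 2.01 and 0.36 RPKM in flag leaves of PA64s, LYP9 and 93-11 (log2 ratio 0.80) and 1.16, 0.79 and 0.5 RPKM in panicles (−0.03). The log2 ratio of miR156 was −1.28 in flag leaves and 0.39 in panicles, and that of osa-miR535-5p was −2.75 and −0.75, the latter −0.17 with TMM scaling. The number of reads behind these low RPKM values is not known.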

Furthermore, the anatomy-related QTL of small intervals was the most significant category that DES and their target genes were enriched in (*P*=0.0037, Supplementary Table S11), suggesting the contributions of DES and targets to the plant architecture of hybrid rice. 

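The transcript LOC_Os05g48870.1 had 3.98 RPKM in PA64s, 7.52 RPKM in LYP9 and 3.64 RPKM in 93-11 flag leaves (log2 ratio 0.82), and 4.01, 4.58 and 2.77 RPKM in panicles (0.35). OsTAS3a1_D6(+) had log2 ratios of 0.24 and −1.25 in these tissues. Os10g33960 had no listed RPKM and was not analysed here.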

For instance in this category, the ta-siARF target gene *Os05g48870* and miR166 target gene *Os10g33960* could be localized in the QTL AQFP005 for culm thickness trait and AQGM008 for culm length trait that spanned only one locus, respectively (Table 3), implying correlations between DES and the thick culm architecture of the hybrid rice *LYP9* (Lu and Zou, 2000). In addition, the differential expression of miR166 and miR167, which were enriched in the auxin regulatory network in this study, were observed in the hybrid rice *SY63* and its parental lines, *ZS97A* and *MH63*. These two miRNAs were predicted in the QTL intervals of the yield heterotic trait, RG653-G342 and C9098B-RM17 (Fang *et al.*, 2013). These results suggested that the DES-enriched auxin pathway contributed to high-yield traits in different hybrid rice combinations.

In summary, QTL analysis indicated the critical roles of DES and their interactions with target genes in agronomic phenotypic changes of hybrid rice. Our findings provide strong molecular evidence that sRNAs are important regulators that contribute to heterosis in hybrid rice, and open up a new line of deciphering the molecular mechanism of heterosis. Such an understanding of the molecular basis of heterosis can be useful for breeders to take advantage of heterosis in the near future for crop improvement.

## Supplementary data

Supplementary data are available at *JXB* online.

Supplementary Fig. S1. Common and specific sRNA reads in different libraries and tissues of *LYP9* hybrid rice combination.

Supplementary Fig. S2. Common and specific detected miRNAs/ta-siARFs, DES, detected protein-coding genes, and DGs in different tissues.

Supplementary Fig. S3. Expression patterns and functions of DGs in flag leaves and panicles at the grain-filling stage.

Supplementary Table S1. Statistics of annotations and classifications of sRNA reads in different libraries.

Supplementary Table S2. Expression profiling of the known miRNAs and ta-siARFs in different libraries.

Supplementary Table S3. DES in flag leaves of hybrid rice and its parents.

Supplementary Table S4. DES in panicles of hybrid rice and its parents.

Supplementary Table S5. Statistics of RNA-Seq reads in different libraries.

Supplementary Table S6. DG in flag leaves of hybrid rice and its parents.

Supplementary Table S7. DG in panicles of hybrid rice and its parents.

Supplementary Table S8. Predicted target genes of DES with degradome data support.

Supplementary Table S9. List of target genes of DES in flag leaves and panicles.

Supplementary Table S10. List of QTL mapped with DES and target genes.

Supplementary Table S11. Enrichment analysis of DES and target genes in QTL of small intervals.

Supplementary Table S12. Primers used in qRT-PCR.

Supplementary Data

## Abbreviations:

AGO: Argonaute
ARF: auxin response factor
CHP: close to higher parent
CLP: close to lower parent
DES: differentially expressed sRNA
DG: differentially expressed gene
FDR: false discovery rate
GO: Gene Ontology
H2P: higher than two parents
L2P: lower than two parents
miRNA: microRNA;
MPV: mid-parental value
NAT: natural antisense transcripts
nat-siRNA: natural antisense transcripts-generated siRNA
ncRNA: non-coding RNA
PIF: phytochrome interacting factor
qRT-PCR: quantitative reverse transcription-PCR
QTL: quantitative trait loci
ra-siRNA: repeat-associated siRNA
RPKM: reads per kilobase transcriptome per million mapped reads
RPM: reads per million mapped reads
rRNA: ribosomal RNA;
snoRNA: small nucleolar RNA
snRNA: small nuclear RNA
siRNA: small interfering RNA
sRNA: small RNA
ta-siRNA: *trans*-acting siRNA
TF: transcription factor.

# Supplementary material for: Small RNAs as important regulators for the hybrid vigour of super-hybrid rice
**Source:** J Exp Bot. 2014 Aug 16;65(20):5989–6002. doi: 10.1093/jxb/eru337
**Supplement:** Supplementary Data

Small RNAs as important regulators for the hybrid vigour of super-hybrid rice — Small RNAs as important regulators for the hybrid vigour of super-hybrid rice — Supplementary Data 

# Small RNAs as important regulators for the hybrid vigour of super-hybrid rice

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

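Small RNAs and mRNA were measured in flag leaves and panicles of PA64s, LYP9 and 93-11 at the grain-filling stage, with 1 pooled library per line, tissue and assay, which makes 12 libraries, 6 of each assay. For the sRNAs the authors removed low-quality reads and adaptors, counted the 18–30 nt clean reads that perfectly matched mature rice miRNAs and ta-siARFs, and deposited RPM for each sRNA and library. The RPM values were whole multiples of the RPM of 1 read when the clean reads of the library are the denominator, and whole reads were recovered from them with the clean reads of Supplementary Table S1. For mRNA the authors aligned the reads with the rice gene models using SOAP, counted reads with a unique position and deposited RPKM for each transcript and library. The reads behind RPKM could not be recovered, since the denominator and the transcript lengths behind the values were not determined.

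MPV was the arithmetic mean of the parents. LYP9 was compared with MPV within each tissue as log2((LYP9+1)/(MPV+1)) of RPM or RPKM, with a 2-fold threshold. No significance test was applied to this comparison, because 1 library per line and tissue gives no replicate spread. An sRNA or transcript was detected in a tissue when its value was above 0 in at least 1 of the 3 libraries. The patterns H2P, CHP, CLP and L2P followed the order of LYP9, the higher and the lower parent, with values between the parents assigned to the side of MPV on which they lay. They were taken for the DES in the paper's lists and for the transcripts at least 2-fold from MPV. Pearson correlations across the 69 DES and average linkage clustering described the likeness of the libraries. For the sRNAs, 95% Wilson intervals and the smallest abundance that 3 reads can show were computed from the recovered reads, and they cover counting error only. The depth of the mRNA libraries relative to each other was estimated from the steps between RPKM values from 0.2 to 1.5.

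The named sRNAs and transcripts were set by a rule written before the data were examined. They are every sRNA and gene that the paper names and that has values, and in each tissue the 3 sRNAs and the 3 transcripts that rose most and the 3 that fell most among those with at least 10 RPM or 10 RPKM in at least 1 library of the tissue. Alternatives were a pseudocount of 0.1, a 1.5-fold threshold, minimum values, TMM scaling of the sRNA libraries, median-ratio scaling of the mRNA libraries, a geometric mean as MPV, other correlations, other rules for the patterns, and edgeR's exact test on recovered sRNA reads with a dispersion of 0, 0.01 or 0.1 and an FDR of 0.01. The dispersion of 0.01, RPM per genome-matched read and the patterns from edgeR's test against the nearest parent were chosen after seeing the data. With 1 library per line these tests compare libraries and not lines. The read-based tests of transcripts were not run. On simulated reads with 60 changed sRNAs, edgeR's test recovered 60 at a dispersion of 0 and of 0.01 and 0 at a dispersion of 0.1, with 0 false calls. On simulated RPKM the 2-fold threshold recovered 199 of 200 changed transcripts, and the depth estimate gave 0.702 for a library made with 0.7. The simulated values held counting noise only and equal parents. They do not show how the methods perform with variation between plants or unlike library composition.

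The bars of Fig. 6 were measured from the picture of the figure. Enrichment of functional categories, target prediction, QTL mapping and the length distribution of sRNAs were not analysed here. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and Pillow 12.0.0, and R 4.3.3 with edgeR 4.0.16.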

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

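The test with an assumed dispersion of 0.01 was chosen only after the result was seen, and the test of scaling before.

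Of the 23 DES in the paper's lists for both tissues, 15 deviated from MPV in opposite directions in flag leaves and panicles. The difference between the tissues was not tested, since each line has 1 library per tissue. The log2 ratio in flag leaves minus that in panicles was negative for the miR156a sequence (−1.67), osa-miR164e (−2.76), osa-miR1318-5p (−2.74), osa-miR1432 (−2.85) and osa-miR1870-5p (−0.74). It was positive for the sequences of osa-miR166a-3p (0.91), osa-miR166g-3p (1.18), osa-miR166k-3p (1.199), osa-miR167d-5p (1.096), osa-miR172a (1.88), osa-miR396d (1.36), osa-miR408-3p (1.98), osa-miR444b.2 (0.94), osa-miR1859 (2.99) and osa-miR5794 (0.78). If the scaling of the libraries were the cause, most of these DES would have the same direction in both tissues after TMM scaling, and 15 of the 15 kept opposite directions. This argues against the library scaling that TMM corrects as the cause, for these 15 DES. Of the DES, 43 of the 45 in flag leaves and 47 of the 47 in panicles are also called by edgeR with TMM scaling. They were thus already selected for a change that remains after it. That selection does not set the direction in either tissue, but sRNAs that lose their change under TMM scaling are missing from the lists. Variation between single libraries is the other explanation, and at an assumed dispersion of 0.01 edgeR's exact test called 3 of the 15 in both tissues. A difference between the tissues is a hypothesis that cannot be told apart from variation between single libraries.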

How the results depend on the processing

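Unless stated otherwise, the alternatives were set before the data were examined, and the cause was not tested for any of the changes. No paired analysis was possible because there is 1 library per line, tissue and assay.

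With a minimum of 1 RPM, 140 sRNAs were detected in flag leaves, 181 in panicles and 111 in both. The sRNAs at least 2-fold from MPV in flag leaves, panicles and both tissues became 63, 94 and 20 with a pseudocount of 0.1 RPM and 47, 76 and 18 with a 1.5-fold threshold. With edgeR's exact test at a dispersion of 0 there were 45, 48 and 23 with TMM scaling and 51, 57 and 30 without, and at an assumed dispersion of 0.1 there were 3, 4 and 0. TMM scaling alone gave 17 in panicles. The other settings, including RPM per genome-matched read and a dispersion of 0.01, both chosen after seeing the data, stayed within 1.5 times of the main numbers. The share of DES with CHP or CLP became 51.1% in flag leaves with an exact binomial test against the nearest parent, 55.3% in panicles with TMM scaling, and 51.1% and 87.2% with edgeR's test against the nearest parent, chosen after seeing the data.

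Across sRNAs the correlation of LYP9 with 93-11 exceeded that with PA64s in both tissues under every alternative run. The difference in flag leaves and panicles was 0.019 and 0.0907 on log2(RPM+1), 0.0159 and 0.193 with Spearman's correlation, 0.174 and 0.0151 over all sRNAs, and 0.208 and 0.0848 without the sRNA of the highest mean RPM. Without osa-miR168a-5p the ratio of flag leaves to panicles was 1.72 in PA64s, 2.44 in LYP9 and 3.29 in 93-11.

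With a minimum of 1 RPKM, 20007 transcripts were detected in flag leaves, 23701 in panicles and 25598 in either. The transcripts at least 2-fold from MPV in flag leaves, panicles and both became 8976, 7918 and 2289 with a pseudocount of 0.1 RPKM and 6682, 5614 and 1676 with a 1.5-fold threshold. Their share with CHP or CLP became 11.6% in flag leaves with median-ratio scaling, and 11.6% in flag leaves and 23.6% in panicles when H2P and L2P required more than 10 percent from the nearest parent. Of the pairs in which both members changed at least 1.5-fold, 2 in flag leaves and 0 in panicles were opposite. The 2 in flag leaves share the target LOC_Os02g04680.1.

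Under TMM scaling 2 log2 ratios reversed in panicles, that of osa-miR164a to 0.19 and that of OsTAS3a1_D7(+), which rests on few reads, to −0.019. Each log2 ratio of a named sRNA or transcript was recomputed with a pseudocount of 0.1 and with TMM or median-ratio scaling. Of the other recomputed values, 88 moved by more than the counting interval, or for transcripts by more than rounding, and 56 did not. The exact binomial test and the normal test on reads recovered from RPKM were not run, because the reads could not be recovered. The lack of replicates and the unknown reads behind RPKM limit every comparison with MPV.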

Differences from the paper's values

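The paper reports 45 DES in flag leaves, 47 in panicles and 23 in both, against 18, 27 and 4 sRNAs at least 2-fold from MPV. Of the alternatives set before the data were examined, edgeR's exact test at a dispersion of 0 came within 1.5 times of the paper's value in all 3 cases, with 45, 48 and 23 with TMM scaling and 51, 57 and 30 without. A pseudocount of 0.1 RPM (63 and 20) and a 1.5-fold threshold (47 and 18) did so in flag leaves and for both tissues, but not in panicles. The minimum of 1 RPM, TMM scaling alone, the geometric mean and a dispersion of 0.1 did not, nor did RPM per genome-matched read and a dispersion of 0.01, which were chosen after seeing the values.

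The paper reports 7782 DGs in flag leaves, 7629 in panicles and 3229 in both, against 2380, 1831 and 329 transcripts at least 2-fold from MPV. A pseudocount of 0.1 RPKM gave 8976, 7918 and 2289, within 1.5 times of the paper's values, and a 1.5-fold threshold gave 6682 and 5614, within that range for the single tissues but not for both. The minimum of 1 RPKM, median-ratio scaling and the geometric mean did not close the gap. For panicles the paper gives CHP or CLP for 69.1% of DGs, against 18.2% of the transcripts at least 2-fold from MPV. Neither median-ratio scaling nor the rule of 10 percent closed this gap. The sets are unlike, since CHP by the order of RPKM cannot occur at least 2-fold from MPV. On the same 1233 readable panicle DGs the order of RPKM gave 28.1% and the paper's list 68.4%.

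In flag leaves the paper's list has 8 CHP and 8 L2P DES, against 5 and 13 from the order of RPM. For CHP, TMM scaling (9), the exact binomial test (9) and the rule of 10 percent (10) closed the gap, and for L2P the exact binomial test (9) did while the others did not. In panicles the paper's list has 4 H2P, 12 CHP and 1 L2P DES, against 11, 5 and 3. For L2P the exact binomial test (1) closed the gap, and for H2P and CHP none of the alternatives set before the data were examined did. With edgeR's test against the nearest parent, chosen after seeing the values, flag leaves had 8 CHP and 8 L2P and panicles had 5 H2P, 11 CHP and 1 L2P.

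For LYP9 relative to MPV, the paper's qRT-PCR bars were read off Fig. 6, without their error bars. Ratios from short bars are rough. The LYP9 bar of LOC_Os06g46270.1 in flag leaves was 2 pixels high, and the PA64s bar of LOC_Os12g41860.1 in panicles was 6 pixels high. The paper's value for the miR156a sequence in flag leaves is about 0.81 in Fig. 6, against 0.412 from RPM. For osa-miR164a in flag leaves it is about 2.7 in Fig. 6, against 1.44, and for osa-miR166a-3p in flag leaves about 2 in Fig. 6, against 1.21. For osa-miR167a-5p in panicles it is about 0.93 in Fig. 6, against 0.379. For OsTAS3a1_D6(+) it is about 2 in Fig. 6 against 1.18 in flag leaves, and about 1.1 in Fig. 6 against 0.411 in panicles. Among the targets the paper's value for LOC_Os06g46270.1 in flag leaves is about 0.019 in Fig. 6, against 0.123 from RPKM. For LOC_Os12g41860.1 it is about 0.23 in Fig. 6 against 1.25 in flag leaves, and about 3 in Fig. 6 against 0.989 in panicles. For LOC_Os02g06910.1 in panicles it is about 0.49 in Fig. 6, against 0.297. For LOC_Os05g48870.1 it is about 0.24 in Fig. 6 against 1.97 in flag leaves, and about 2.9 in Fig. 6 against 1.35 in panicles. TMM and median-ratio scaling closed none of these gaps. In panicles, however, TMM scaling brought the ratio of each sRNA of Fig. 6 nearer to the figure. The ratio became 0.578 for osa-miR167a-5p and 0.614 for OsTAS3a1_D6(+). In flag leaves TMM scaling moved each of these sRNAs further from the figure, except osa-miR167a-5p. The ratios of Fig. 6 not listed here lay within 1.5 times of those from RPM or RPKM. The sRNAs lay on the same side of MPV as in Fig. 6, except osa-miR164a and OsTAS3a1_D6(+) in panicles. The targets did so too, except LOC_Os06g46270.1 in panicles, LOC_Os05g48870.1 in flag leaves and LOC_Os12g41860.1 in both tissues. With TMM scaling the ratio of osa-miR164a in panicles was 1.14, on the side of Fig. 6 (about 1.1).

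The paper describes a fall of TAS3 with a rise of miR166, whereas OsTAS3a1_D6(+) and osa-miR166a-3p had log2 ratios of 0.24 and 0.27 in flag leaves and −1.25 and −0.64 in panicles. The paper describes the targets in Fig. 6 as generally opposite to their sRNAs. In the sequencing values of flag leaves LOC_Os12g41860.1 (0.30) and LOC_Os05g48870.1 (0.82) had the direction of their sRNAs, as LOC_Os06g46270.1 (−0.42) and LOC_Os02g06910.1 (−1.68) had in panicles. By the order of the lines in place of the direction from MPV, LOC_Os12g41860.1 was opposite to miR166 in 5 of 6 comparisons over both tissues. In panicles this transcript hardly differed between PA64s, LYP9 and 93-11 (10.44, 10.4 and 10.59 RPKM). TMM scaling turned miR164 in panicles to 0.19.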

Other observations

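The tests of the panicle mRNA depth, of the depth and scaling of 93-11 flag leaves, of the dispersion and of the rule for the patterns were chosen only after the result was seen. The other tests were written before, although the TMM factors had been seen.

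In panicles 31 of the 47 DES (66.0%) lay below MPV. A candidate explanation is that RPM of PA64s panicles are scaled up by library composition, and after TMM scaling 63.8% lay below MPV. This cannot decide, because 47 of the 47 DES are also called by edgeR with TMM scaling. Changed sRNAs that lose their change under TMM scaling are thus missing from this share. Among the sRNAs at least 2-fold from MPV in panicles, TMM scaling lowered the number from 27 to 17. The pattern cannot be told apart from library composition.

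The RPM and RPKM of LYP9 panicles correlated more with 93-11 than with PA64s. If LYP9 panicles held little RNA of PA64s origin, transcripts with at least 5 RPKM in PA64s and at most 0.1 RPKM in 93-11 in both tissues would be near 0 in LYP9. Their median ratio of LYP9 to PA64s was 0.441 in panicles over 93 transcripts and 0.498 in flag leaves. The depths of the 3 panicle mRNA libraries from the RPKM steps differed by a factor of 1.07, which leaves little room for depth in the RPKM. For the sRNA libraries neither the origin of the RNA nor the depth was tested for this pattern. If PA64s panicles held less filling grain, storage and starch transcripts would be lowest in PA64s. Of the 10 such transcripts among the readable DGs, 60% were, and the rest were highest in PA64s. The size of the difference varied among those lowest in PA64s. LOC_Os01g58660.1 had 26.62, 2109.44 and 3301.41 RPKM in PA64s, LYP9 and 93-11, and LOC_Os01g60740.2 had 27.97, 48.92 and 40.25 RPKM. The paper describes PA64s as male-sterile. The transcripts are too few and too selected to decide, so the pattern cannot be told apart from this explanation.

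In flag leaves the Pearson correlation of RPKM across transcripts was 0.942 between LYP9 and 93-11 and 0.917 between LYP9 and PA64s, but on log2(RPKM+1) it was 0.938 and 0.966. Fewer transcripts were listed above 0 in 93-11 flag leaves (26950) than in PA64s (28941) and LYP9 (29291). The RPKM steps gave 93-11 flag leaves a depth of 0.697 relative to LYP9, where the paper's unique-matched reads give 1.02, so a lower depth of that library may account for the difference. Scaling by a total below the reads counted would have raised the median-ratio factor of 93-11 relative to LYP9, which was 0.893. A total above the reads counted would have lowered it, so this value cannot decide against scaling in that direction. No biological explanation was tested.

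The number of DES may depend on a test with counting noise only, since at an assumed dispersion of 0.01 edgeR called 24 sRNAs in panicles, against 48 at a dispersion of 0. The patterns in the paper's list may require a difference from the nearest parent, since with edgeR's test against that parent 46 of the 47 panicle DES had the pattern of the paper's list, against 38 from the order of RPM. Neither test shows how the paper's values were made. A test of counting noise was also set for sRNAs at least 2-fold from MPV with at least 10 RPM outside the paper's lists, but 0 sRNAs met this rule and it was not run.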
